# Identifying Mechanisms of Normal Cognitive Aging Using a Novel Mouse Genetic Reference Panel

**DOI:** 10.3389/fcell.2020.562662

**Published:** 2020-09-11

**Authors:** Amy R. Dunn, Niran Hadad, Sarah M. Neuner, Ji-Gang Zhang, Vivek M. Philip, Logan Dumitrescu, Timothy J. Hohman, Jeremy H. Herskowitz, Kristen M. S. O’Connell, Catherine C. Kaczorowski

**Keywords:** cognitive aging, cognitive reserve, cognitive resilience, Weighted Gene Co-expression Network Analysis, quantitative trait locus mapping, Y-maze, contextual fear conditioning

## Abstract

Developing strategies to maintain cognitive health is critical to quality of life during aging. The basis of healthy cognitive aging is poorly understood; thus, it is difficult to predict who will have normal cognition later in life. Individuals may have higher baseline functioning (cognitive reserve) and others may maintain or even improve with age (cognitive resilience). Understanding the mechanisms underlying cognitive reserve and resilience may hold the key to new therapeutic strategies for maintaining cognitive health. However, reserve and resilience have been inconsistently defined in human studies. Additionally, our understanding of the molecular and cellular bases of these phenomena is poor, compounded by a lack of longitudinal molecular and cognitive data that fully capture the dynamic trajectories of cognitive aging. Here, we used a genetically diverse mouse population (B6-BXDs) to characterize individual differences in cognitive abilities in adulthood and investigate evidence of cognitive reserve and/or resilience in middle-aged mice. We tested cognitive function at two ages (6 months and 14 months) using y-maze and contextual fear conditioning. We observed heritable variation in performance on these traits (*h*^2^_*RIx̄*_ = 0.51–0.74), suggesting moderate to strong genetic control depending on the cognitive domain. Due to the polygenetic nature of cognitive function, we did not find QTLs significantly associated with y-maze, contextual fear acquisition (CFA) or memory, or decline in cognitive function at the genome-wide level. To more precisely interrogate the molecular regulation of variation in these traits, we employed RNA-seq and identified gene networks related to transcription/translation, cellular metabolism, and neuronal function that were associated with working memory, contextual fear memory, and cognitive decline. Using this method, we nominate the *Trio* gene as a modulator of working memory ability. Finally, we propose a conceptual framework for identifying strains exhibiting cognitive reserve and/or resilience to assess whether these traits can be observed in middle-aged B6-BXDs. Though we found that earlier cognitive reserve evident early in life protects against cognitive impairment later in life, cognitive performance and age-related decline fell along a continuum, with no clear genotypes emerging as exemplars of exceptional reserve or resilience – leading to recommendations for future use of aging mouse populations to understand the nature of cognitive reserve and resilience.

## Introduction

Cognitive decline with age, even in the absence of overt dementia, is common and highly heritable (Dutta et al., 2014; Reynolds and Finkel, 2015). Cognitive function in old age is an important predictor of quality of life (Pan et al., 2011, 2015), and developing strategies to improve cognitive longevity (i.e., ability to maintain high level of cognitive function into old age) will be critical as life expectancy continues to increase through modern medicine. To understand cognitive stability in aging, it is important to first consider baseline cognitive function: namely, knowing individuals’ baseline function in early adulthood is necessary to fully capture cognitive aging trajectories, and understanding how baseline cognitive function is regulated may help to inform strategies to maintain those cognitive abilities in aging. Recent studies have identified over 300 loci associated with general cognitive function and related traits in adulthood (Davies et al., 2011, 2015, 2018; Hill et al., 2014; Hibar et al., 2015, 2017; Trampush et al., 2015; Clarke et al., 2016; Krapohl and Plomin, 2016; Okbay et al., 2016; Sniekers et al., 2017; Savage et al., 2018; Zabaneh et al., 2018). Given the lack of longitudinal molecular data, and to a lesser extent, longitudinal cognitive data from human populations, it remains unclear if the mechanisms underlying baseline cognitive function also mediate normal cognitive aging. These factors are highly complex and poorly understood, despite extensive study (Harris and Deary, 2011; Bis et al., 2012; De Jager et al., 2012; Davies et al., 2014; Mukherjee et al., 2014; Zhang and Pierce, 2014; Debette et al., 2015; Lu et al., 2017; Raj et al., 2017; Tasaki et al., 2018; Yen et al., 2018; Kamboh et al., 2019; Wingo et al., 2019). Discovering high-impact targets for bolstering baseline cognitive function and enhancing cognitive longevity will facilitate the development of pharmacotherapeutics to enhance cognitive health in middle-age and beyond.

Identifying molecular networks that promote the maintenance of cognitive function in aging requires understanding of cognitive reserve and resilience. Cognitive reserve is often defined as higher baseline function (Montine et al., 2019), whereas cognitive resilience is characterized by slower cognitive decline. Reserve and resilience have often been attributed to environmental factors; for example, socioeconomic status, education level, and physical activity are all associated with greater cognitive reserve and better cognitive status in late adulthood (Arenaza-Urquijo et al., 2015; Walhovd et al., 2019; Zahodne et al., 2019). However, given the heritability of cognitive decline [∼30–60% genetic control based on twin and community studies (Swan et al., 1990; McGue and Christensen, 2001; Harris and Deary, 2011)], there is also a significant genetic component. Perhaps unsurprisingly, molecular pathways that have been implicated in mediating human cognitive aging and reserve include synaptic function (Honer et al., 2012; Arenaza-Urquijo et al., 2015; Lesuis et al., 2018; Kamboh et al., 2019; Wingo et al., 2019), mitochondrial function (Wingo et al., 2019), and inflammation (Stacey et al., 2017).

In order to fully understand molecular contributors to cognitive aging, it will be necessary to study transcriptomic, proteomic and epigenetic changes across the lifespan and how they relate to and predict changes in cognitive function. Human studies of aging often recruit participants in middle age and necessarily collect brain tissue postmortem, at which point molecular signatures of those processes underlying the onset and progression of cognitive aging may have been ongoing for decades. Even studies that begin sampling cognitive function earlier in life are unable to capture molecular changes within the brain until after death, which precludes the possibility of understanding early molecular regulators of cognitive reserve and resilience.

Given the challenges in studying the genetics of cognitive decline in humans, animal models of aging provide a unique and critical opportunity to study molecular mechanisms of cognitive aging, as well as cognitive reserve and resilience, across the lifespan. In this study, we utilized a novel genetic reference population, an F1 population of C57BL/6J (B6) mice crossed with 27 strains of the BXD genetic reference panel of mice (B6-BXD), to interrogate molecular mediators of baseline cognitive function and age-related cognitive decline. The advantage of working with this population of mice is: (1) a well characterized, diverse and replicable genome, (2) the ability to sample a range of cognitive domains in both longitudinal and cross-sectional manners, (3) the availability of postmortem brain tissue at multiple ages for assessing gene and protein expression, and (4) the enhanced ability to identify genetic factors in the B6 genome that may confer protection against age-related decline. With this panel, we are able to take advantage of testing reproducible genotypes in controlled environments to study how age interacts with genetic background to influence cognitive decline. As in humans, we found that individual differences in cognitive function and changes across the lifespan are highly heritable and polygenetic in nature. To reveal the underlying molecular mechanisms, we performed RNA sequencing and identified gene co-expression networks involving intracellular, organelle and neuronal function whose expression profiles were strongly associated with cognitive function and cognitive aging. Finally, we evaluated operational definitions for cognitive reserve, resilience and reserve/resilience that we pre-registered to assess whether any B6-BXD strains exemplify cognitive reserve and resilience. From this work, we provide recommendations for incorporating genetically diverse, recombinant inbred mouse populations for aging studies and developing definitions of reserve and resilience for animal studies, as these are needed to advance our understanding of the mechanisms of reserve and resilience.

## Materials and Methods

### Animals

Animals were kept on a 12 h light/dark cycle and provided food and water *ad libitum*. Mice were group-housed (2–5 per cage). All routine procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at The University of Tennessee Health Science Center, and in accordance with the standards of the Association for the Assessment and Accreditation of Laboratory Animal Care (AAALAC) and the National Institutes of Health Guide of the Care and Use of Laboratory Animals.

#### Generation of Ntg B6-BXD F1 Panel

Non-transgenic littermates of the AD-BXD panel were generated as described in Neuner et al. (2019). Briefly, hemizygous 5XFAD female mice on a congenic C57BL/6J background were crossed to male BXD mice (27 BXD strains). One-half of the resultant F1 offspring harbored the 5XFAD transgene to represent a familial Alzheimer’s disease population (AD-BXDs). The remaining half of the resultant F1 offspring did not inherit the 5XFAD transgene and were thus “normal aging” controls. Data collected from non-transgenic F1 population (B6-BXD) were comprehensively analyzed and interpreted here, though some behavioral and molecular data from these non-transgenic littermates was made available to the research community as controls for the AD-BXD panel first reported in Neuner et al., 2019. Because we had more thorough representation of female animals, we focused our behavioral and transcriptomic analyses on females only for this manuscript.

### Behavioral Analysis, Phenotype Derivation

Behavioral tasks (Figure 1A) were described in Neuner et al., 2019; a subset of these animals (i.e., all female non-transgenic animals) are described here. A total of 192 animals were included in the present analyses, and these animals numbers per strain, age, and assay may be found in Supplementary Table S1. Y-maze was conducted at both 6 months (*n* = 171) and 14 months (*n* = 100), with animals in the 14 months cohort having been previously tested at 6 months. The same cohort underwent contextual fear conditioning as a terminal assay at either 6 months (*n* = 83) or 14 months (*n* = 106). Brief descriptions of each phenotyping task are described below.

**FIGURE 1:**
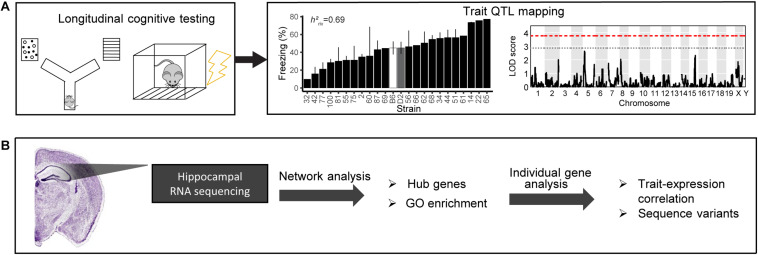
Schematic of our pipeline to identify mechanisms underlying cognitive function and aging. **(A)** We cognitively tested a large cohort of B6-BXD mice using y-maze (working memory) and contextual fear conditioning (short- and long-term memory). We performed quantitative trait locus (QTL) mapping on all traits. **(B)** We also performed bulk RNA sequencing of the hippocampus to identify molecular candidates mediating age-related cognitive decline. We analyzed transcriptomic data on a network level to identify gene networks underlying cognitive traits and age-related decline, as well as gene ontology (GO) terms summarizing the function of those networks. We also performed individual gene analysis, including identifying network hub genes and genes with high-impact sequence variants to prioritize genes within networks that underlying variation in cognitive decline.

#### Y-Maze

To assess working memory function, mice were placed in a clear acrylic Y-maze for 8 min. External visual spatial cues were placed approximately one foot outside of the maze. Mouse movement was recorded with a video camera and spontaneous alternations were tracked by Any-Maze software. Spontaneous alternations were defined as successive entries into each arm before re-entering any arm. Chance performance was defined as less than 50% correct spontaneous alternations. Animal order was randomized, and experimenters were blind to mouse strain, age, and genotype.

#### Contextual Fear Conditioning

To assess contextual fear acquisition (CFA) and long-term contextual memory (CFM), animals underwent a standard contextual fear conditioning paradigm (Neuner et al., 2015). Training consisted of a 150 s baseline period followed by four footshocks (1 s, 0.9 mA) separated by 140 ± 5 s. A 40 s period following each shock was considered the postshock (PS) interval. Total freezing during the fourth PS interval (PS4) was defined as CFA. To measure CFM, animals were placed in the same chamber 24 h later for 10 min with no footshocks. Percent time spent freezing during training and testing was determined using FreezeFrame software.

#### Decline Scores

Age-related decline on memory function was determined by subtracting performance at 6 months from performance at 14 months to achieve a strain average “decline score” in each memory assay.

### Heritability Calculations

Heritability of behavioral phenotypes was calculated as a ratio of genetic variance to total variance (genetic + environmental variance), normalized to the number of biological replicates per strain (i.e., *h*^2^_*RIx̄*_; Figure 1A). Heritability scores can range from 0 to 1.0, with an *h*^2^_*RIx̄*_ = 1.0 indicating that 100% of the variance in that trait is controlled by genetics (Belknap, 1998).

### Trait and Module QTL Mapping

Genotypes for BXD strains were obtained from GeneNetwork.org. Quantitative trait locus (QTL) mapping was performed using the R package qtl2 (Broman et al., 2019) using the LOCO method for kinship correction (Figure 1A). Permutation tests (1,000) were used to determine statistical significance. Power calculations and percent variance explained were calculated using the R package qtlDesign and reported in Table 1.

**TABLE 1:** Heritability and QTL power calculation results for each cognitive trait.

Trait	*h*^2^_*RIx̄*_	Peak marker SNP	Power	Minimum percent variance explained by peak marker
Y-maze (6 months)	0.51	rs29776171	0.82	44.2%
Y-maze (14 months)	0.62	rs29525970	0.84	47.1%
CFA (6 months)	0.69	rs31878001	0.007	6.3%
CFA (14 months)	0.68	rs215717346	0.95	56.4%
CFM (6 months)	0.64	Affy_PC2_15	0.94	53.9%
CFM (14 months)	0.74	Affy_17539964	0.87	51.4%

### RNA Sequencing

RNA sequencing data from the present cohort has been previously reported in part in Neuner et al. (2019). The previous publication focused primarily on RNA expression in the 5XFAD-positive transgenic littermates (AD-BXDs) of the non-transgenic mice included herein, with expression data presented for certain genes of interest in transgenic mice in relation to non-transgenic mice. Here, we focus on the female non-transgenic B6-BXD mice only and the gene networks relevant to normal cognition and cognitive aging (Figure 1B). Sequencing methods were also described in Neuner et al. (2019). Briefly, hippocampi were snap-frozen at 6 m and 14 m (*n* = 39 for 6 months, *n* = 45 for 14 months) immediately following contextual fear conditioning, and RNA was isolated using a Qiacube and RNeasy Mini kit (Qiagen). Libraries were prepared using Truseq Stranded mRNA Sample Preparation Kit and sequenced by 75 bp paired-end sequencing on an Illumina HiSeq2500. We aligned reads from the non-transgenic female cohort to a diploid B6/D2 transcriptome using the EMASE pipeline (Raghupathy et al., 2018). Genes were filtered to require an average of at least 1 transcript per million in 50% of the samples and averaged across age and strain for downstream analyses. 15,327 genes survived this filter and were included in our final analyses.

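Of the genes in the tables analysed here, 11883 had a TPM of at least 1 in at least 50% of the 50 female libraries, and the networks and tests of genes were run on these. The tables list 15796 of the 21951 protein-coding genes of the GENCODE M21 mouse annotation, because their gene identifiers stop partway through the annotation, so genes with later identifiers were not analysed here. The alternative that moved the number most asked for a mean TPM of at least 1 over the female libraries, which 11946 genes met, 11873 of them among the 11883.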

#### Gene Co-expression Network Analysis

Co-expressed gene modules were generated from 6-months, 14 months, and population-wide female non-transgenic B6-BXD RNA-seq data by Weighted Gene Co-expression Network Analysis (WGCNA) (Langfelder and Horvath, 2008). A minimum module size of 30 was implemented, and the modules were assembled by block-wise network construction. In this study, the power β with scale-free *R*^2^ > 0.80 was adopted as a soft-thresholding index to construct a scale-free co-expression network. Module eigengene expression values from each module were used for downstream analyses.

#### Hub Gene Analysis

Module hub genes were defined as the gene with the highest connectivity in each module and identified using the function “*chooseTopHubInEachModule*” in the WGCNA R package.

#### Trait-Expression Correlations (Figure 1B)

To identify modules that were significantly associated with each given trait, we calculated the Pearson’s correlation coefficient of the module eigengene with each cognitive trait. Co-expression modules were identified as showing significant associations with a trait with an FDR < 0.05.

#### Co-expression Module Characterization (Figure 1B)

To characterize genes within our WGCNA modules, we performed functional enrichment analysis using the R package anRichment. Results were filtered to include only “Biological process” and “Molecular function” GO terms. FDR < 0.05 was used as the threshold to identify GO terms/pathways significantly enriched within each of the modules.

### Identification of Sequence Variants

For genes of interest, we used the Sanger Mouse Genomes Project SNP Query tool^1^ to identify sequence variants (SNPs, Indels, and structural variants) between the C56BL/6J and DBA/2J mouse strains, the parental strains of the BXD panel. Variant consequences are predicted using the Ensembl Variant Effect Predictor.

### Statistics

Statistics were completed in R and figures were generated using the R packages ggplot2 (cognitive performance, reserve/resilience plots), corrplot (correlation matrices), and qtl2 (QTL plots), or Microsoft Excel (module enrichment plots). Significance thresholds were set to alpha = 0.05 and adjusted for multiple corrections as specified.

## Results

### Working Memory Is Heritable, Polygenetic, and Regulated by Cellular Metabolism Transcriptomic Pathways

We assessed hippocampus-dependent working memory by measuring spontaneous alternations in y-maze at both 6 months and 14 months of age (Figure 2A). A majority of strains had a mean performance above chance (i.e., 50% spontaneous alternations) at 6 months, demonstrating that these mice were generally able to perform this task at baseline. We also performed one-sample *t*-tests within each strain (with *n* > 2) to identify which strains performed statistically significantly above chance. Several strains did not perform significantly above chance levels (CI = 99%; see Supplementary Table S2 for a summary of these one-sample *t*-tests), though this is likely due to reduced power given the relatively low number of biological replicates per strain required for such a study using a genetic reference panel. By 14 months, two of the 25 strains tested (B6-BXD62 and B6-BXD14) had a mean (±standard error) performance below chance, indicating vulnerability to cognitive impairment by middle age, and all but three strains (B6-BXD56, B6-BXD77, B6-BXD81; see Supplementary Table S3 for a summary of these *t*-tests) were performing statistically equal to chance by one-sample *t*-tests. We then calculated heritability, *h*^2^_*RIx̄*_, to determine the proportion of trait variation that is genetically controlled. Heritability of working memory improved with age (*h*^2^_*RIx̄*_ = 0.51 at 6 months vs. 0.62 at 14 months – or 51% and 62% of the variance at 6 and 14 months, respectively, may be attributed to genetic factors) (Figure 2B and Table 1). Such high heritability of working memory implies genetic control; to identify potential genetic drivers of these traits, we performed QTL mapping. QTL mapping revealed no single locus controlling a significant proportion of the variance on performance on y-maze at either 6 months or 14 months of age (Figure 2C), or combined with age as a covariate (data not shown). We then employed RNA sequencing to identify mechanisms underlying the variation in working memory.

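The libraries analysed here were made from the hippocampi of 71 non-transgenic B6-BXD mice aged 6 or 14 months. Poly(A) RNA was made into stranded libraries, 1 per mouse, and sequenced as 75 bp read pairs. Females gave 22 libraries at 6 months from 13 strains and 28 at 14 months from 20 strains. At 6 months 6 of the strains had a single female library, and at 14 months 13 strains did. Males gave 5 libraries at 6 months and 16 at 14 months, and these were kept out of every comparison with memory apart from a named alternative.

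The authors aligned the reads to a diploid B6/D2 transcriptome with EMASE and give 2 values per gene and library, the expected read count, which need not be whole, and the abundance of its transcripts scaled to the library (TPM). The expected counts summed to between 497870 and 40594489 per library in females at 6 months (median 17843743) and to between 4016689 and 43325228 in females at 14 months (median 17649127). In males they summed to between 10123295 and 22387148 at 6 months (median 17065222) and to between 7434808 and 55829288 at 14 months (median 22455266). These sums cover the listed genes only. Libraries of the same strain, age and sex differed by more than counting error, with a chi-square per degree of freedom between 2.82 and 39.95 in the 27 pairs of such libraries.

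TPM was averaged over the female libraries of each strain at each age, as in the paper's methods, and the strain means were set against the strain means of each trait. The y-maze means came from Supplementary Tables S2 and S3, and from Fig. 2B for strains that Supplementary Table S3 leaves out. The CFA and CFM means were read by eye from Figs. 3B, 3C and 4A, so they carry a reading error. The decline score was the 14-month mean minus the 6-month mean. A trait mean was available with the RNA of 13 strains for 6-month traits, of 11 strains for 6-month RNA against later traits, and of 20 strains for 14-month RNA. Each p-value of a correlation is two-sided, from a permutation test with 100000 resamples, apart from those that decided on modules. Counts of modules and their adjusted p-values rest on a nominal p-value computed without resampling. A permutation p-value is printed beside them.

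Some libraries stood apart from the rest. The labels mark the 14-month female of B6-BXD100, the only female of that strain, as left out by the authors as an outlier; it was kept in the values below, and values of 14-month RNA that changed most are also given without it. A 6-month female of B6-BXD42 had the fewest counts of all libraries, 497870, and several values below are also given without it. A 6-month male of B6-BXD65 stood apart in its expression and enters only where males are added. The labels do not say in which batch a library was sequenced, so no relation could be recomputed within batches.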

**FIGURE 2:**
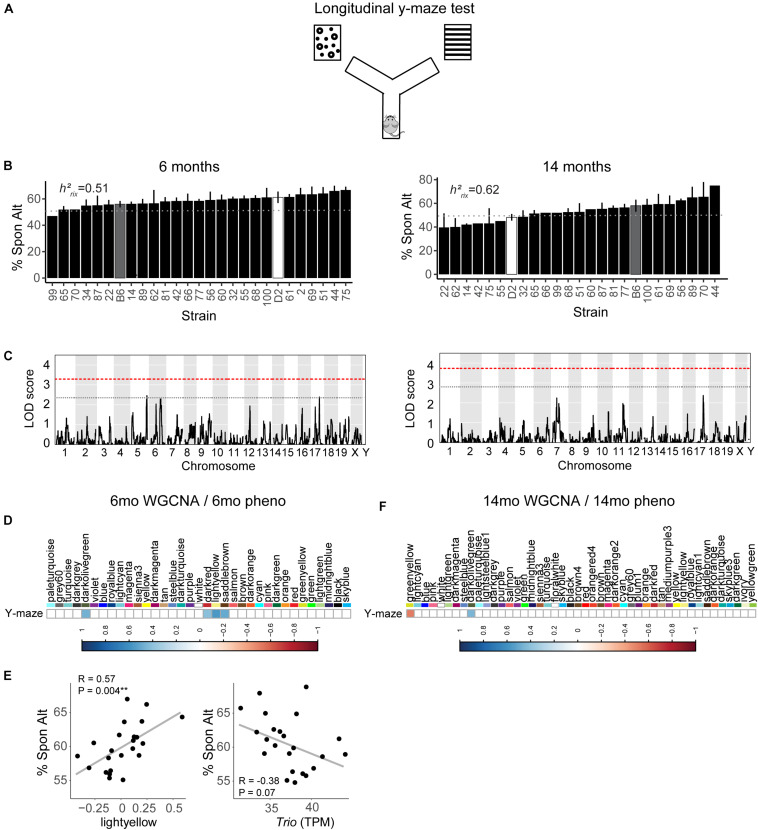
Variation in working memory is heritable in early adulthood (6 months) and middle age (14 months) but is not significantly controlled by a single genetic locus. **(A)** We used the y-maze as a test of working memory in B6-BXD mice at both 6 months and 14 months. In this version of the y-maze test, we used visual cues placed outside of the maze and allowed the mouse to freely explore each arm. Entering each of the three arms in succession was considered a successful spontaneous alternation (“Spon Alt”). **(B)** Performance on the y-maze test is heritable (*h*^2^_*RIx̄*_ = 0.51 at 6 months and 0.62 at 14 months). **(C)** Quantitative trait locus mapping indicated that no single genetic locus contributed significantly to performance on the y-maze at either age, suggesting that working memory is a polygenetic trait. **(D)** The relationship between each WGCNA module eigengene expression and cognitive function at 6 months was assessed using Pearson correlations. Significant correlations are represented by blue (positive correlation) or red (negative correlation) shading, with color intensity corresponding with correlation strength. Four WGCNA modules were associated with y-maze at 6 months: darkolivegreen, darkred, lightyellow, and saddlebrown. **(E)** Expression of the lightyellow module was significantly positively associated with working memory at 6 months (*R* = 0.57, *p* = 0.004); however, expression of the hub gene of this module *Trio*, was not significantly associated with working memory (*R* = −0.38, *p* = 0.07). **(F)** Two modules at 14 months were significantly correlated to performance on y-maze at 14 months: greenyellow and darkolivegreen. *QTL significance thresholds: red line, alpha = 0.05; black line, alpha = 0.33.*

We performed weighted gene co-expression network analysis (WGCNA) from 6 to 14 months RNA-seq data to identify clusters of genes (i.e., modules) that have highly correlated expression across our population. 

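Networks were built separately from the 6-month and the 14-month strain means of TPM of the 11883 genes that passed the filter, with absolute Pearson correlations raised to a power, topological overlap and average linkage. The tree was cut at 1 fixed height per network, in place of the dynamic cutting of the WGCNA package. At 6 months the lowest power to pass the paper's limit on the scale-free fit was 6, with an R2 of 0.835. This network held 45 modules of 30 to 2355 genes, with a median of 48, and left 4856 genes in none. At 14 months no power up to 30 passed the limit. The best fit, at 30, had an R2 of 0.776, and the network held a module of 5420 genes and a module of 245 genes. Without the 14-month library of B6-BXD100, the limit was passed at a power of 6 with an R2 of 0.833, and the 14-month network held 16 modules, the largest of 4295 genes. Leaving similar modules unmerged gave 52 modules at 6 months and 10 at 14 months.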

We calculated Pearson’s correlations for expression of each module (i.e., expression of the module eigengene) with cognitive function at concurrent time points (i.e., 6 months RNA expression to 6 months phenotypes and 14 months RNA expression to 14 months phenotypes) to determine which modules were most likely underlying working memory. 

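For single genes, the trend of log2(TPM + 1) with each concurrent trait was tested across strains with limma and adjusted by the Benjamini-Hochberg method over the 11883 genes. At 6 months no gene had an adjusted p-value under 0.05 for y-maze, CFA or CFM, while 314, 1209 and 275 genes had an unadjusted p-value under 0.05. Without the 6-month library with the fewest counts these numbers were 431, 657 and 391, and edgeR on counts summed per strain gave 558 for CFA, again with none past the adjusted threshold. At 14 months no gene passed either, and the unadjusted numbers were 90 genes for y-maze, 70 for CFA and 89 for CFM. Without the 14-month library of B6-BXD100, these last numbers were 380, 545 and 293 genes, and none passed after adjustment. The gene with the smallest p-value for y-maze at 6 months was Ndufab1 (ENSMUSG00000030869), with an r of −0.793 across 13 strains and an adjusted p-value of 0.999. For CFA at 6 months it was Zfp61 (ENSMUSG00000050605; r = −0.824, adjusted p = 0.438 from limma). The remaining 4 tests gave Arhgap21 for CFM at 6 months (r = −0.776), and Serinc2 for y-maze (r = 0.651), Tnni1 for CFA (r = −0.598) and Crh for CFM (r = 0.667) at 14 months, each with an adjusted p-value above 0.99.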

To characterize each module, we identified the hub gene most highly connected within the module, and performed gene ontology (GO) enrichment to describe biological pathways and molecular functions associated with each module. 

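Table 2 names Krt2, Cfap20, Trio and Smim10l2a as the hub genes of the modules associated with y-maze at 6 months. Krt2 is not among the genes analysed here. Cfap20 (ENSMUSG00000031796) lies on chromosome 8 of GRCm38 from 95420249 to 95434869 and had 50.0 ± 3.10 TPM (SD, n = 13 strain means). Its correlation with y-maze at 6 months was r = 0.3465 (permutation p = 0.246) and rho = 0.324, and r was 0.253 without the 2 strains farthest from the median expression. Smim10l2a (ENSMUSG00000054850) lies on chromosome X from 56374586 to 56377799 and had 20.7 ± 1.90 TPM (SD, n = 13). Its r was 0.281 (permutation p = 0.353). Its r changed sign, to −0.254, in the 7 strains with at least 2 libraries, as did that of Cfap20, to −0.205. These are 2 of 27 pairs of a hub gene and a trait from Tables 2 to 4 that could be computed. None of the 27 had a Benjamini-Hochberg adjusted p-value under 0.05, and 5 had an unadjusted p-value under 0.05. The alternative that moved this number most, the strains with at least 2 libraries, left none of the 11 pairs it could compute. Pairs of 6-month RNA with later traits had 5 such strains and were not computed. Cnrip1, Gria1 and Kat2b, nominal with all strains, were among those, so the fall was in part fixed in advance. Among the 45 modules of the 6-month network built here, none had a nominal p-value under 0.05 with y-maze. The strongest, of 45 genes, had an r of −0.486 (permutation p = 0.0915, adjusted p = 0.941). Without the 6-month library with the fewest counts, 1 of 53 modules had a nominal p-value under 0.05 (r = −0.620, permutation p = 0.0206, adjusted p = 0.744).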

Four WGCNA modules were significantly positively associated with strain differences in working memory performance at 6 months (Figure 2D). These modules were associated with functions encompassing cellular metabolism (lightyellow; *R* = 0.62, nominal *p*-value = 0.004; 23 significant GO terms by FDR < 0.05), RNA and protein localization (saddlebrown; *R* = 0.56, *p*-value = 0.02; 9 significant GO terms by FDR < 0.05), DNA stability (darkred; *R* = 0.47, *p* = 0.049; 36 significant GO terms by FDR < 0.05), and receptor recycling (darkolivegreen, *p*-value = 0.02; 9 significant GO terms by FDR < 0.05) (see Table 2 for hub genes and top GO significant terms by enrichment ratio for these modules). The most strongly correlated module, lightyellow, was regulated by its hub gene, *Trio*, a guanine nucleotide exchange factor. 

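Trio (ENSMUSG00000022263) lies on the minus strand of chromosome 15 of GRCm38, from 27730651 to 28025848. At 6 months its expression was 38.1 ± 3.35 TPM (SD, n = 13 strain means), from 30.6 to 44.0, on 154 to 11030 expected counts per library. Trio TPM correlated with y-maze at 6 months with r = −0.288 (permutation p = 0.340, adjusted p = 0.604 over the 27 hub pairs) and rho = −0.104 (permutation p = 0.739). Without the 2 strains farthest from the median, B6-BXD42 and B6-BXD51, r was −0.0015, so the relation rests on those strains. With each strain left out in turn, r lay between −0.370 and −0.0510. The sign changed in the 7 strains with at least 2 libraries (r = 0.122) and when male libraries were added to the strain means (r = 0.389, permutation p = 0.177). The second change came with a single library. Adding males brings in a 14th strain, B6-BXD65, whose only 6-month library is a male that differed by over 2-fold on the log2(TPM + 1) scale from the median of the other 6-month males in 2993 genes. With males added but that library left out, an alternative chosen after seeing the data, r was −0.205 (permutation p = 0.501).

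In the network built here, Trio ranked 17 in connectivity within its module. Among the genes most correlated with it were Crebbp, Cbl, Kdm5b, Hmbox1, Lcor, Sntb2, Lrp8, Slc4a8 and Ubn1, with r between 0.932 (Ubn1) and 0.952 (Crebbp). The first principal component of the 100 genes most correlated with Trio had an r of −0.274 with y-maze (permutation p = 0.368). Trio TPM also followed a trend of TPM with transcript length that differs between libraries (r = 0.818 across the 13 strains, permutation p = 0.00112), and with this trend held fixed its partial correlation with y-maze was −0.017.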

*Trio* is important in neuronal development and synapse function and has been previously associated with cognitive ability: mutations in *TRIO* lead to intellectual disability in humans (Ba et al., 2016; Pengelly et al., 2016), and hippocampal and cortical knockout of *Trio* leads to impaired learning in memory in mice (Zong et al., 2015). There is one missense variant in *Trio* in the DBA/2J genome compared to the C57BL/6J genome. This variant (Chr 15:27752684, a/c) is within the coding region of *Trio* and results in a change from a valine to glycine and has a SIFT (Sorting Intolerant From Tolerant) score of 0, indicating a deleterious effect on protein expression. This indicates that there is likely differential function of *Trio* across our B6-BXD cohort that may disrupt the larger lightyellow network, associated cellular metabolism pathways, and ultimately working memory ability (Figure 2E).

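In the GRCm38 assembly and the GENCODE M21 annotation, position 27752684 of chromosome 15 lies in exon 46 of the 57 exons of the main Trio transcript, which spans 27752590 to 27752781. The plus strand has A there, the base the paper gives for C57BL/6J. The paper does not name its assembly. Trio is transcribed from the minus strand, and the 33 bases of its transcript around the site read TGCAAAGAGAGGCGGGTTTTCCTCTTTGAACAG. The change is T6563G, counted from 1 at the first base of the start codon, and it turns codon 2188 from GTT to GGT. The protein of 3103 amino acids then carries V2188G, within the residues CKERRVFLFEQ. No allele-specific count was analysed here, so the expression of the D2 allele is not known from these values. From the change in the protein, the paper proposes that the function of Trio differs between B6-BXD strains, with an effect on its module and on working memory.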

**TABLE 2:** Top GO terms and hub genes for 6 months gene modules significantly associated with 6 months cognitive function.

WGCNA Module	Associated phenotype	Top GO term (top enrichment score with FDR < 0.05)	Hub gene
darkolivegreen	Y-maze	positive regulation of receptor recycling	*Krt2*
darkred	Y-maze	DNA topoisomerase type I activity	*Cfap20*
lightyellow	Y-maze	heterocyclic compound binding	*Trio*
saddlebrown	Y-maze	establishment of protein localization to Golgi	*Smim10l2a*
black	CFA	regulation of cell differentiation	*Qars*
lightgreen	CFA	positive regulation of protein targeting to mitochondrion	*Mccc1*
paleturquoise	CFM	ubiquitin-ubiquitin ligase activity	*Herc3*
red	CFM	cellular response to stress	*Szt2*

At 14 months, working memory was correlated with the two modules, only one of which (greenyellow) was significantly enriched for GO terms (*R* = −0.48, *p*-value = 0.008; 31 significant GO terms by FDR < 0.05; Figure 2F and Table 3). This module was enriched for genes associated with DNA binding and metabolism pathways, and is regulated by its hub gene, *Ptpn6*–a protein tyrosine phosphatase. 

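At 14 months, Table 3 gives Usp2 and Ptpn6 as the hub genes of the modules associated with y-maze. Ptpn6 (ENSMUSG00000004266) lies on chromosome 6 of GRCm38 from 124720707 to 124738714. It was weakly expressed, at 3.90 ± 0.655 TPM (SD, n = 20 strain means) on 17 to 235 expected counts per library (median 94.5). Its r with y-maze at 14 months was −0.133 (permutation p = 0.575, adjusted p = 0.818), its rho was −0.088, and r was −0.191 without the 2 strains farthest from the median. Without the B6-BXD100 library r was −0.117. The sign of r changed in the strains with at least 2 tested animals (r = 0.1835), in those with at least 2 libraries (r = 0.626), in the strains of Supplementary Table S3 alone (r = 0.392) and with B6-BXD44 left out (r = 0.159). The first principal component of the 100 genes most correlated with Ptpn6 had an r of −0.0797 (permutation p = 0.739).

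Usp2 (ENSMUSG00000032010), on chromosome 9 from 44067021 to 44095627, had 42.5 ± 7.58 TPM (SD, n = 20). Its r with y-maze was −0.313 (permutation p = 0.180), and −0.409 (permutation p = 0.0817) without the B6-BXD100 library. Adding male libraries to the strain means gave −0.467 (permutation p = 0.0383). Neither of the 14-month modules had a nominal p-value under 0.05 with y-maze. The stronger, of 5420 genes, had an r of −0.103 (permutation p = 0.665, adjusted p = 0.839). Without the B6-BXD100 library none of 16 modules did, the strongest having r = −0.332 (permutation p = 0.164).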

*Ptpn6* has not previously been associated with learning and memory, though protein stability and specifically protein phosphatases are important for learning, memory, and synaptic functions (Graff et al., 2010). These data suggest that disrupted nucleic acid metabolism may be associated with poorer cognitive function in aging.

**TABLE 3:** Top GO terms and hub genes for 14 months gene modules significantly associated with 14 months cognitive function.

WGCNA Module	Associated phenotype	Top GO term (top enrichment score with *p* < 0.05)	Hub gene
darkolivegreen	Y-maze	None	*Usp2*
greenyellow	Y-maze	DNA recombination	*Ptpn6*
plum1	CFA	retrograde vesicle-mediated transport, Golgi to ER	*Fam160b2*
tan	CFA	regulation of transcription, DNA-templated	*Nkrf*

### Contextual Fear Acquisition and Memory Are Not Significantly Regulated by Specific Genomic Loci

To assess hippocampus-dependent acquisition of contextual fear memory in young adulthood, animals underwent contextual fear conditioning (Figure 3A). Acquisition of contextual fear conditioning (CFA) was highly heritable, as measured by comparing within strain versus across strain variability using percent freezing during the interval following the fourth shock (postshock 4 interval; *h*^2^_*RIx̄*_ = 0.69 at 6 months) (Figure 3B). The high degree of heritability indicates strong genetic control, therefore we performed QTL mapping for CFA (using mean freezing in the final postshock interval) and did not identify any locus significantly associated with this trait. Similarly, although contextual fear memory was also highly heritable (CFM; *h*^2^_*RIx̄*_ = 0.64 at 6 months), we did not identify any loci significantly associated with contextual fear memory, suggesting polygenetic control of long-term contextual fear memory at 6 months (Figure 3C).

**FIGURE 3:**
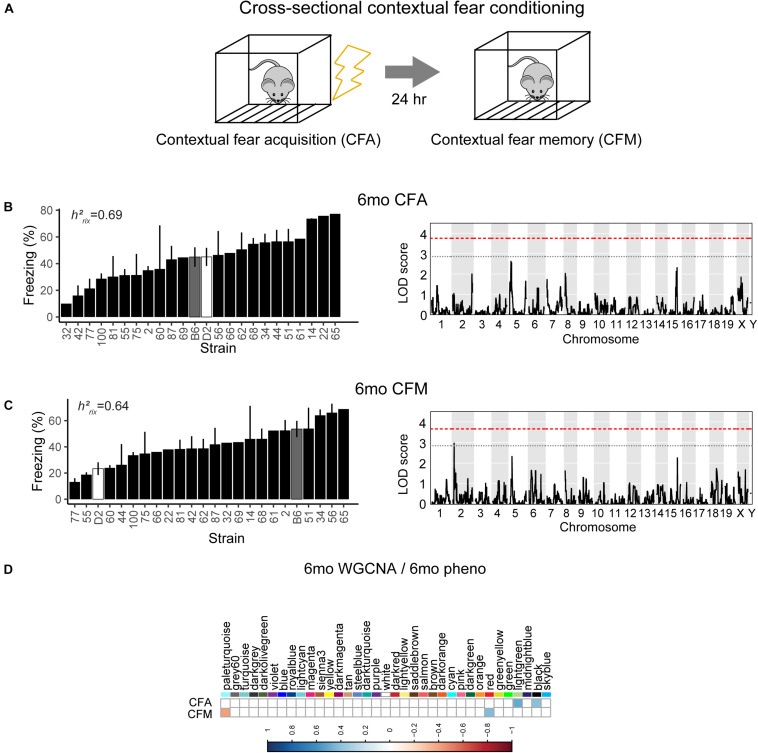
Variation in short- and long-term memory is heritable and not controlled by a single genetic mechanism at 6 months of age. **(A)** B6-BXD mice underwent contextual fear conditioning to assess short- and long-term memory. Mice received four mild footshocks and were tested for contextual memory by measuring freezing 24 h later. **(B)** Contextual fear acquisition, or freezing during the postshock 4 (PS4) interval, was heritable (*h*^2^_*RIx̄*_ = 0.69) at 6 months. QTL mapping revealed that no locus was significantly associated with performance on contextual fear acquisition. **(C)** Contextual fear memory performance is also highly heritable (*h*^2^_*RIx̄*_ = 0.64); however, QTL mapping failed to identify significant loci controlling contextual fear memory. **(D)** Four WGCNA modules were associated with contextual fear conditioning traits at 6 months: CFA was significantly associated with the lightgreen and black modules’ expression. CFM was significantly associated with the paleturquoise and red modules’ expression. *QTL significance thresholds: red line, alpha* = *0.05; black line, alpha* = *0.33.*

### Contextual Fear Acquisition and Memory in Young Adulthood (6 Months) Are Associated With Gene Networks Involved in Cell Metabolism and Gene Transcription

Here, we turned to WGCNA to identify gene co-expression networks underlying performance on CFA and CFM (Figure 3D). CFA at 6 months was significantly associated with two WGCNA modules (Figure 3D). 

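Qars and Mccc1 are the hub genes that Table 2 gives for the modules associated with CFA at 6 months. Qars (ENSMUSG00000032604), on chromosome 9 of GRCm38 from 108507706 to 108515941, had 52.5 ± 10.6 TPM (SD, n = 13 strain means). Its r with CFA was −0.550 (permutation p = 0.0351, adjusted p = 0.216), its rho was −0.526 (permutation p = 0.0693), and r was −0.314 without the 2 strains farthest from the median. Mccc1 (ENSMUSG00000027709), on chromosome 3 from 35959312 to 36000678, had 24.15 ± 4.665 TPM (SD, n = 13). Its r with CFA was −0.566 (permutation p = 0.0399, adjusted p = 0.216), its rho was −0.645, and r was −0.546 without the 2 farthest strains. Both relations depended on the library with the fewest counts, in which Qars had 122.5 TPM from 34 expected counts and Mccc1 had 56.4 TPM from 22.9, above all other 6-month female libraries. Without that library r was −0.378 for Qars (permutation p = 0.205) and 0.0136 for Mccc1 (permutation p = 0.965). With TMM-normalized counts (CPM) in place of TPM, r was −0.309 for Qars and −0.217 for Mccc1.

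Of the 45 modules at 6 months, 2 had a nominal p-value under 0.05 with CFA and none an adjusted one. The strongest, of 40 genes, had r = −0.647 (permutation p = 0.0149, adjusted p = 0.720) and rho = −0.711. Without the library with the fewest counts the number was 3 of 53 modules.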

The module with the strongest positive association with CFA, lightgreen (*R* = 0.34, *p*-value = 0.01), was significantly enriched for 39 GO terms encompassing cellular metabolism and gene transcription (FDR < 0.05). Similarly, the red module was significantly positively associated with CFM (*R* = 0.43, *p*-value = 0.04) and was also significantly enriched for 50 GO terms encompassing gene transcription and protein synthesis pathways (FDR < 0.05; See Table 2 for top GO terms and hub genes for these modules). These data highlight the requirement of synapse remodeling and protein expression changes in learning and memory consolidation in a task such as fear conditioning (Alberini and Kandel, 2015).

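Table 2 gives Herc3 as a hub gene of a module associated with CFM at 6 months. Herc3 (ENSMUSG00000029804), on chromosome 6 of GRCm38 from 58831465 to 58920398, had 105.3 ± 6.36 TPM (SD, n = 13 strain means). Its r with CFM was 0.132 (permutation p = 0.666), and it turned to −0.189 with B6-BXD56 left out and to −0.395 with male libraries in the strain means, though not when the 6-month male of B6-BXD65 was left out of these (r = 0.0616). No 6-month module built here reached a nominal p-value under 0.05 with CFM. The strongest was the module that holds Trio, with r = −0.547 (permutation p = 0.0539, adjusted p = 0.927). Without the library with the fewest counts, 1 module of 37 genes did (r = −0.567, permutation p = 0.0445, adjusted p = 0.900).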

### Wide Variation in Cognitive Performance of 14 Months (Middle-Aged) Mice Is Regulated by Networks Involved in Gene Transcription

We then looked at performance on contextual fear conditioning in middle age (14 months). Although performance on both CFA and CFM was highly heritable at 14 months (CFA: *h*^2^_*RIx̄*_ = 0.68 at 14 months; CFM: *h*^2^_*RIx̄*_ = 0.74 at 14 months; Table 3), QTL mapping revealed no genome-wide loci associated with either CFA or CFM at 14 months (Figure 4A), again hinting at the highly polygenetic nature of these traits. To interrogate the molecular underpinnings of phenotypic variation of contextual fear conditioning in middle age, we again turned to WGCNA. 

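Table 3 lists Fam160b2 and Nkrf as hub genes of the plum1 and tan modules of the 14-month network. Fam160b2 (ENSMUSG00000022095) lies on chromosome 14 of GRCm38 from 70583296 to 70599835 and had 25.8 ± 2.87 TPM (SD, n = 20 strain means) at 14 months. Its r with CFA at 14 months was 0.240 (permutation p = 0.307), and between 0.122 and 0.286 with each strain left out in turn. Nkrf (ENSMUSG00000044149), on chromosome X from 36887540 to 36902899, had 20.3 ± 3.50 TPM (SD, n = 20). Its r with CFA was 0.0251 (permutation p = 0.913) and its rho was −0.148. Without the B6-BXD100 library, in which its TPM of 6.22 was the lowest of the strains, r was −0.244 (permutation p = 0.314). The 14-month network with its pair of modules gave none with a nominal p-value under 0.05 for CFA or for CFM. Without the B6-BXD100 library, 3 of 16 modules had a nominal p-value under 0.05 with CFA and none with CFM. The strongest of the 3, of 37 genes, had r = −0.554 (permutation p = 0.0136, adjusted p = 0.222) and rho = −0.489.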

Here, two modules were significantly positively correlated with CFA (tan: *R* = 0.41, *p*-value = 0.049, 37 significant GO terms by FDR < 0.05; plum1: *R* = 0.40, *p*-value = 0.03, 1 significant GO term by FDR < 0.05), and no modules correlated with CFM in middle age (Figure 4B). Similar to modules underlying CFA and CFM at 6 months, networks important in gene transcription and biosynthesis (tan module), and protein transport (plum1 module) were important in regulating CFA at 14 months (see Table 4 for top GO terms and hub genes for these modules).

**FIGURE 4:**
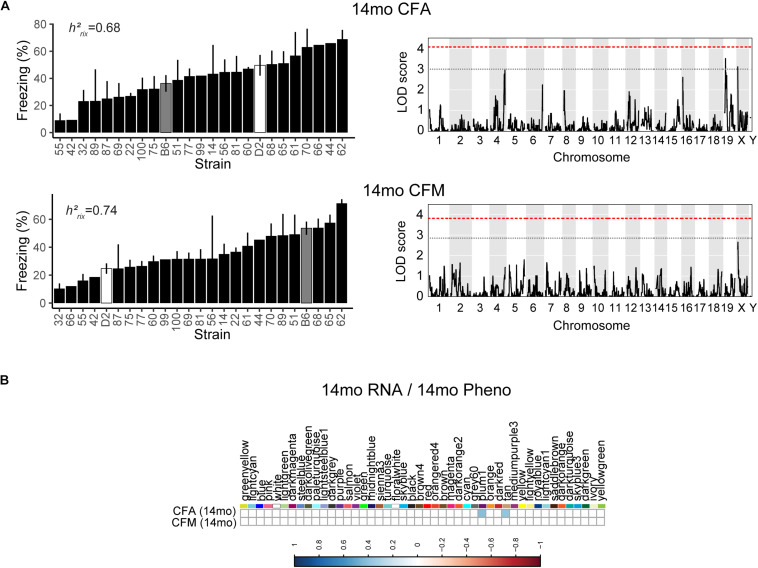
Contextual fear conditioning performance in middle age is also highly heritable and polygenetic, and is associated with neuronal function. **(A)** Contextual fear acquisition and contextual fear memory were both highly heritable at 14 months (CFA: *h*^2^_*RIx̄*_ = 0.68, CFM: *h*^2^_*RIx̄*_ = 0.74), though we did not identify any significant locus associated with CFA or CFM in middle age. **(B)** We identified two WGCNA modules that were associated with CFA, but not CFM, at 14 months.

**TABLE 4:** Top GO terms and hub genes for 6 months gene modules significantly associated with later (14 months) cognitive function and/or decline.

6 months WGCNA Module	Associated phenotype	Top GO term (top enrichment score with *p* < 0.05)	Hub gene
blue	14 months CFA	receptor localization to synapse	*Glg1*
darkgreen	14 months CFA	central nervous system myelination	*Cnp*
darkgray	CFA decline	n/a	*Klhl23*
darkmagenta	14 months CFM, CFM decline	binding	*Eda*
darkorange	14 months CFA, CFA decline	GPI-anchor transamidase activity	*Ngb*
darkturquoise	CFM decline, CFA decline	response to cold	*Cnrip1*
greenyellow	14 months CFA	regulation of transcription involved in meiotic cell cycle	*Kat2b*
orange	CFM decline	U1 snRNP binding	*Otub2*
pink	14 months CFA	structural constituent of ribosome	*Eml5*
tan	14 months CFA, CFM decline, CFA decline	cellular localization	*Nkrf*
turquoise	14 months CFA, CFA decline	syntaxin binding	*Mdfic*
white	CFA decline	protein binding	*Gm22291*
yellow	14 months CFA	rRNA processing	*Gria1*

### Age-Related Cognitive Decline Is Polygenetic and Predicted by 6 Months Neuronal Gene Networks

One strength of our B6-BXD model of cognitive aging is that each strain has a stable, reproducible genome and as such may be resampled to assess individual strain differences age-related cognitive decline. In general, in our B6-BXD population, cognitive performance declined with age. We found a significant main effect of age on y-maze by ANOVA (*F* = 18.54, *p* < 0.001), though there was no significant effect of age by ANOVA at the population level on contextual fear memory traits (CFA: *F* = 0.422, *p* = 0.52; CFM: *F* = 2.48, *p* = 0.11). We then calculated a “decline score” for each strain on each trait: this was done by subtracting strain average performance at baseline (6 months, adult) from performance at 14 months (middle-aged).

The majority of strains (17/24) showed poorer working memory at 14 months compared to 6 months (Figure 5A). However, only about half of the strains exhibited declined on CFA and memory, 12/22 and 14/22, respectively with age, and some performed better at mid-life (Figures 5B,C). These data indicate strong individual differences in cognitive decline that may be genetically controlled and resolved through genetic mapping. We thus performed QTL mapping on cognitive decline scores generated for working memory, CFA and CFM, and did not identify any loci significantly associated with cognitive decline on any of the traits measured. These data suggest that, like in the human population, complex polygenetic interactions determine the rate of cognitive decline in our mice, where no single locus had a sufficiently large effect size for us to detect given our sample size (Figures 5A–C). This finding is another indication of the translational relevance of our model; an additional advantage this model has over human populations is that we were then able to turn to longitudinal hippocampal brain transcriptomic co-expression networks to interrogate the molecular networks underlying decline. We observed several strong associations between gene expression in earlier adulthood (6 months) and later performance and decline on contextual fear conditioning (14 months), with 13 modules’ expression at 6 months significantly correlated with performance and/or decline on one or more of the measured cognitive domains (Figure 5D). These modules were enriched largely for neuronal pathways and gene transcription. In particular, myelination and synaptic function at 6 months were strongly associated with later cognitive function and decline (see Table 4 for top GO terms and hub genes for each module). This suggests that maintenance of cognitive function through middle age may be particularly regulated by both neuronal function and gene transcription/protein stability. 

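The 6-month RNA of 11 strains could be set against later performance and decline. In the 6-month network, 1 module had a nominal p-value under 0.05 with y-maze at 14 months, 3 with CFA and 3 with CFM at 14 months. For the decline scores the numbers were 0 for y-maze, 1 for CFA and 9 for CFM.  Adjustment was over the 45 modules for 1 trait at a time, not over the traits as well, as for hub genes and gene lists. A single module also passed after this adjustment, that of 34 genes with CFM decline. It had r = −0.894 and rho = −0.907 (nominal p = 0.000203, permutation p = 4e-05, adjusted p = 0.00915). Without the library with the fewest counts, 4 of 53 modules had a nominal p-value under 0.05 with CFM decline, and the strongest, of 52 genes, had r = −0.857 (permutation p = 0.00074, adjusted p = 0.0397). Leaving out that library also brought 1 of the 53 modules past adjustment for CFA at 14 months, against none of 45 with it. That module of 42 genes had r = 0.871 (nominal p = 0.000489, permutation p = 0.00016, adjusted p = 0.0259).

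Of the hub genes in Table 4, Eda and Gm22291 are not among the genes analysed here. Across the 16 remaining pairs of a 6-month hub gene and a later trait, r lay between −0.751 and 0.304. Cnrip1 (ENSMUSG00000044629), on chromosome 11 of GRCm38 from 17051586 to 17079371, had 107.9 ± 6.66 TPM (SD, n = 13 strain means). Its r with CFM decline was −0.751 (permutation p = 0.00635, adjusted p = 0.128), its rho was −0.816, and r was −0.747 without the 2 strains farthest from the median. Without the library with the fewest counts it was −0.619 (permutation p = 0.0383), with male libraries in the strain means −0.354 (permutation p = 0.247), and with males but not the 6-month male of B6-BXD65 −0.6755 (permutation p = 0.0215). Gria1 (ENSMUSG00000020524), on chromosome 11 from 57011387 to 57330244, had 364.9 ± 25.3 TPM (SD, n = 13). Its r with CFA at 14 months was −0.713 (permutation p = 0.0147, adjusted p = 0.132), its rho was −0.709, and r was −0.532 (permutation p = 0.134) without the 2 farthest strains, so its p-value rests on those strains. Adding male libraries gave −0.522 (permutation p = 0.0985), or −0.576 (permutation p = 0.0605) without the 6-month male of B6-BXD65. Kat2b (ENSMUSG00000000708), on chromosome 17 from 53566861 to 53672720, had 12.4 ± 4.93 TPM (SD, n = 13) and an r of −0.660 with CFA at 14 months (permutation p = 0.00951, adjusted p = 0.128). In the library with the fewest counts Kat2b had 47.5 TPM from 10 expected counts; without that library r was −0.103 (permutation p = 0.758), and with TMM-normalized counts (CPM) in place of TPM it was 0.211. The other 13 pairs had unadjusted p-values of at least 0.0905, though some fell under 0.05 in an alternative. For Nkrf with CFM decline r went from −0.346 to −0.611 (permutation p = 0.0416) without the library with the fewest counts. For Klhl23 with CFA decline r went from −0.521 to −0.726 (permutation p = 0.0124) with CPM, and its rho was −0.6545 (permutation p = 0.0339), but r was −0.328 without that library. For Glg1 with CFA at 14 months r went from −0.532 to −0.680 (permutation p = 0.0219) with CPM, but was −0.116 without that library. Among single genes, none passed an adjusted p-value of 0.05 for the 6 later traits under limma with all strains. Without B6 and B6xD2, 4 genes passed for CFA decline over 9 strains. The smallest adjusted p-value there was that of Crabp2 (0.00215 from limma, against 0.243 with all strains). With edgeR's quasi-likelihood test on counts summed per strain, 24 genes passed for CFM decline, all 24 with higher expression where the score was higher. With this score shuffled over strains, limma gave up to 517 genes past the threshold in a single order. The edgeR test was not run on shuffled scores, so whether 24 genes exceed chance is not known. The smallest limma p-value for CFM decline was that of Slc16a6 (ENSMUSG00000041920, r = 0.892, adjusted p = 0.422). With edgeR Slc16a6 was among the 24 genes that passed (adjusted p = 0.0201). From the associations of its own modules, the paper proposes that gene expression in early adulthood may determine decline.

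**Figure D1:**
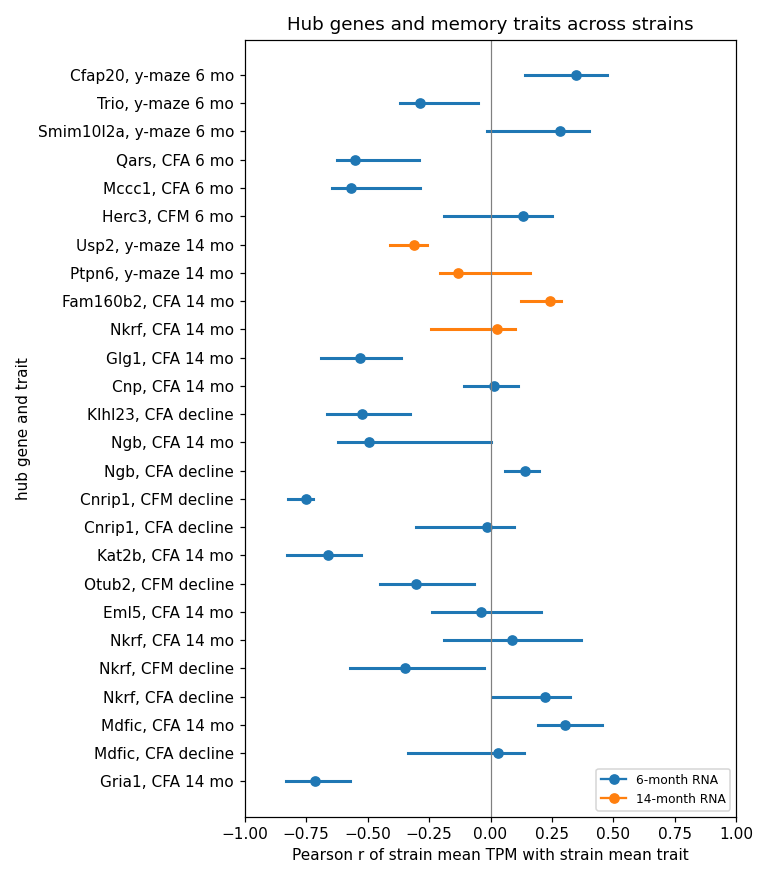
Pearson r of the strain mean TPM of each hub gene drawn with the strain mean of the trait beside its name; blue is 6-month RNA and orange 14-month RNA. Points are r over all strains and lines span its range with each strain left out in turn; the line for Cnrip1 and CFM decline lies below 0, from −0.826 to −0.722, and the line for Herc3 and CFM at 6 months crosses 0, from −0.189 to 0.249.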

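Myelination and synaptic function were each measured by a fixed list of genes, as the mean z-score of log2(TPM + 1) over the list in each strain. The paper drew on gene ontology terms of its modules, which is an unlike measure. Of 12 myelin genes 11 could be analysed, all but Mog, and all 12 genes of the synaptic vesicle release list could. The 6-month myelin score had an r of −0.0066 with CFA and 0.0230 with CFM at 14 months, −0.289 with CFA decline and −0.437 with CFM decline (11 strains; permutation p between 0.180 for CFM decline and 0.984). Its hub gene Cnp had an r of 0.0147 with CFA at 14 months (permutation p = 0.966). The synaptic vesicle release score had an r of 0.125 with CFA and −0.542 with CFM at 14 months (permutation p = 0.712 and 0.0864), and 0.475 with CFA decline (permutation p = 0.140). With CFM at 14 months its rho was −0.635 (permutation p = 0.0417), and adding male libraries gave r = −0.550 (permutation p = 0.0177), or −0.507 (permutation p = 0.113) without the 6-month male of B6-BXD65. With CFM decline its r was −0.6715 (permutation p = 0.0261, adjusted p = 0.836), its rho was −0.547 (permutation p = 0.0862), and r was −0.392 (permutation p = 0.298) without the 2 strains farthest from the median, so the relation rests on those strains. With male libraries in the strain means r was −0.0224, and −0.5135 (permutation p = 0.106) without the 6-month male of B6-BXD65. In all, 8 lists were set against 12 pairs of RNA age and trait, and of these 96 relations 3 had an unadjusted p-value under 0.05 and none an adjusted one. The number moved most with male libraries in the strain means, to 1, and without 1 library, to 5, the latter chosen after seeing the data. With males but not the 6-month male of B6-BXD65 it was 3, and 1 of these passed after adjustment, the microglia list with y-maze at 6 months.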

More broadly, the strong relationships between hippocampal gene expression in earlier adulthood and mid-life cognitive performance suggests that age-related cognitive decline is sensitive to early life molecular processes, and that interventions to prevent age-related cognitive decline should target these early perturbations in relevant gene networks.

**FIGURE 5:**
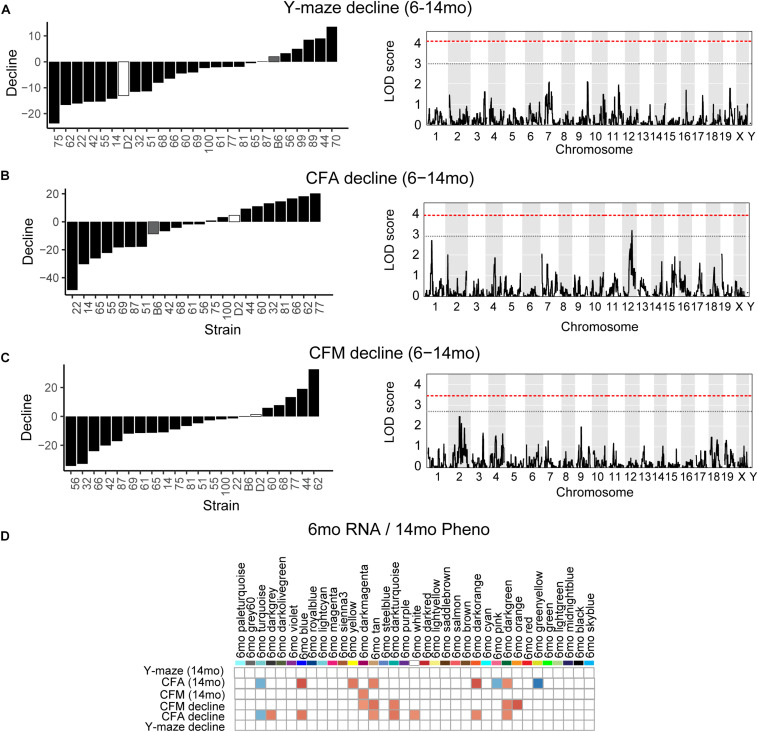
Cognitive decline is polygenetic and may be predicted by early life gene co-expression networks. **(A)** B6-BXD strains generally declined on working memory between 6 and 14 months of age, though there was wide variation in degree of change. QTL mapping revealed no significant locus regulating this decline. **(B,C)** B6-BXD strains showed a wide range in change in performance on contextual fear conditioning between 6 and 14 months. Again, no single locus was associated with decline on either contextual fear acquisition or memory. **(D)** We identified several WGCNA modules whose expression at 6 months were significantly associated with later performance and/or decline on contextual fear acquisition and memory.

### Characterization of Cognitive Reserve and Resilience in the B6-BXDs

To assess whether higher baseline cognitive function results in better cognitive function in aging (i.e., early cognitive reserve conferring protection against later decline) (Cook and Fletcher, 2015; Lesuis et al., 2018; Bettcher et al., 2019; Walhovd et al., 2019; Zahodne et al., 2019), we compared baseline cognitive function at 6 months to later cognitive performance at 14 months. To do this, we plotted later (14 months) performance as a function of earlier (6 months) performance and calculated the Pearson’s R to assess whether there was a correlation between early life and midlife cognitive function. We saw no association between early y-maze performance and later y-maze performance (Figure 6A; *R* = 0.11, *p* = 0.61), suggesting that better performance at young ages on this task does not confer protection against decline in working memory. However, better performance on contextual fear CFA and CFM in adulthood predicted superior memory performance on CFM in middle-aged mice (Figures 6B,C; CFA: *R* = 0.46, *p* = 0.03; CFM: *R* = 0.43, *p* = 0.04). These data suggest short-term and long-term memory performance later in life is protected to some degree by either having greater cognitive reserve evident in early adulthood or cognitive resilience protecting against decline in midlife. To further clarify this, we next asked whether higher baseline (6 months) function protected against cognitive *decline.* In fact, higher performance at 6 months generally resulted in greater decline by 14 months (Figures 6D–F), which may simply reflect the mathematically greater potential for decline in baseline high-performers, or it may reflect the ability of greater cognitive reserve to protect against cognitive *impairment* even when an individual experiences cognitive decline from their own baseline.

**FIGURE 6:**
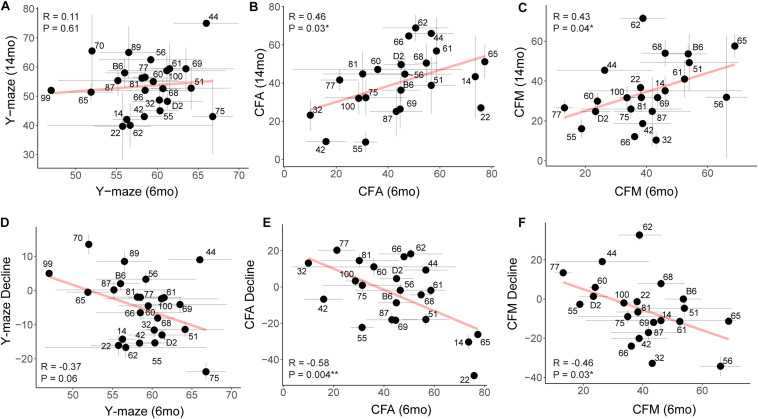
Early performance on contextual fear memory, but not y-maze, predicts later performance. **(A)** Pearson’s correlation indicates no significant relationship between early (6 months) and later (14 months) performance on the y-maze test (*R* = 0.11, *p* = 0.61). Gray dashed lines in the y-maze plot indicate 50% spontaneous alternations, or chance performance. Performance below 50% indicates cognitive impairment on this test. Error bars represent standard error. **(B,C)** Pearson’s correlation indicates that early (6 months) performance on contextual fear conditioning predicts later (14 months) performance by both CFA and CFM. Better performance at 6 months predicts better relative performance at 14 months (*R* = 0.46, *p* = 0.03 for CFA; *R* = 0.43, *p* = 0.04 for CFM). **(D–F)** Pearson’s correlations indicate that higher performance in early adulthood (6 months) is associated with greater decline by midlife (14 months), particularly in short- and long-term memory (*R* = −0.37, *p* = 0.06 for y-maze; *R* = −0.58, *p* = 0.004 for CFA; *R* = −0.46, *p* = 0.03 for CFM). ^∗^*p* < 0.05; ^∗∗^*p* < 0.01.

#### Working Definition of Cognitive Reserve and Resilience

Because our population-level data hinted at a role for cognitive reserve or resilience protecting against midlife cognitive decline, we sought to objectively operationally define cognitive reserve and resilience using our B6-BXD population and identify individual strains which may represent these cognitive aging strategies. In Figure 7A, we demonstrate hypothetical cognitive trajectories for normal aging (black line), dementia (red), and cognitive aging in populations with cognitive reserve (pink) and/or resilience (blue, green). In these latter cases, cognitive decline is buffered by cognitive reserve and slowed by cognitive resilience. We expected that a small number of B6-BXD strains might exemplify either cognitive reserve or resilience by middle-age given the variation in cognitive decline we observed, so we first objectively defined reserve and resilience, preregistered these definitions, and then tested whether any strains in our population met these criteria. This definition and identification of potential “strains of interest” will be particularly useful for future studies – both using the BXD panel to more deeply characterize resilience and reserve within these strains, and also to inform human studies toward a more mechanistic definition of “reserve” and “resilience” based in the biological processes underlying these characteristics.

**FIGURE 7:**
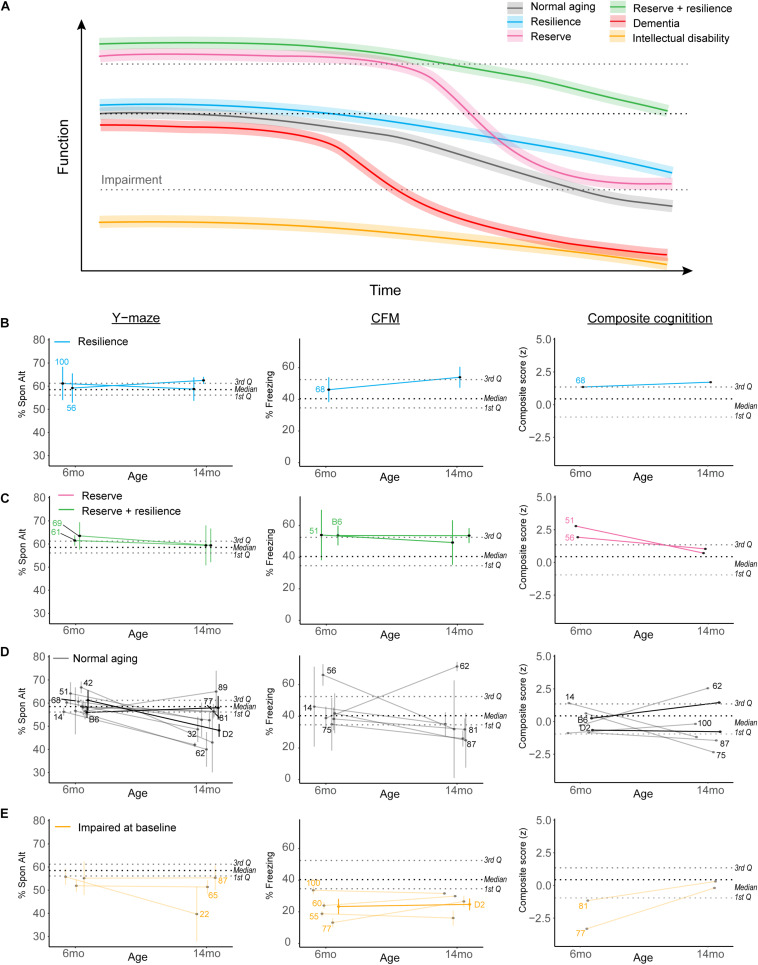
Complex cognitive trajectories in aging may be modeled in the B6-BXD mice. **(A)** Visualization of idealized data exemplifying cognitive functional decline in normal aging (gradual decline after midlife; black line), dementia (rapid decline to impairment in midlife; red line), cognitive reserve (higher baseline; pink line), cognitive resilience (slower decline; blue line), or both cognitive reserve and resilience (green line). Individuals with intellectual disability or impaired performance at baseline (orange line) are typically excluded from human studies in cognitive aging. **(B,C)** We identified strains displaying suggestive reserve and/or resilience on individual cognitive measures; these strains remain only suggestively in their categories because, though strain averages fall within the limits of our definitions, within-strain variability exceeded our margins of error in every case. For individual traits, B6-BXD100 and B6-BXD56 were suggestive resilient strains, and B6-BXD69 and B6-BXD61 were suggestive reserve + resilient strains in y-maze. B6-BXD68 was a suggestive resilient strain, and B6-BXD51 and B6 homozygotes were suggestive reserve + resilient strains in CFM. Right panels: We also calculated a composite score for cognitive performance across three traits (y-maze, CFA, and CFM) by summing the z-score for each trait within each strain. B6-BXD68 was a suggestive resilient strain, and B6-BXD51 and B6-BXD56 were suggestive reserve strains. **(D)** Strains that had baseline (6 months) performance below the 3rd Quartile (i.e., no cognitive reserve), midlife (14 months) performance below the median (i.e., insufficient cognitive reserve), or a greater than average rate of decline (i.e., no cognitive resilience) were considered “normal agers”. For **(B–E)**, color scheme is as in **(A)**. Black dashed line is median, gray dashed lines are 1st and 3rd quartile. For ease of visualization, each category of aging trajectory was visualized separately. Strains with *n* < 2 at either time point were excluded from categorization and visualization. **(E)** Strains with baseline performance below the 1st quartile were considered impaired.

Cognitive reserve is commonly defined as higher cognitive function at baseline (Montine et al., 2019; Figure 7A, pink and green lines), which allows for more cognitive flexibility and buffering against cognitive decline. For our definition, we considered strains in the top quartile to display cognitive reserve. Higher cognitive function at baseline allows for “reserve capacity” to buffer against any cognitive decline, but does not necessarily stem cognitive decline. However, because cognitive reserve necessarily should protect against later cognitive *impairment* (regardless of decline from baseline), and because our terminal time point (14 months) is in middle age for mice, we also required strains with cognitive reserve to still function above the median population performance at 14 months. Ideally, cognitive reserve and resilience would manifest globally, or protect against impairment across cognitive domains (i.e., working, short-term, and long-term memory in our dataset), so in addition to individual cognitive traits, we also calculated a composite score for cognitive function by calculating z-scores for each strain for each cognitive trait and timepoint, and summing these scores to achieve a composite score.

Resiliency to cognitive decline is commonly defined as a relatively slow rate of decline over time (e.g., the annual rate of change in humans; Figure 7A green and blue lines) (Montine et al., 2019). Though performance across the spectrum (from “good” performers to “poor” performers at baseline) may be stable across time and thus display a type of resilience to decline, we required that strains that displayed “true” resilience to be relatively good performers at baseline (i.e., performing above the median as indicated by the black dashed line in Figures 7B–E) and to decline more slowly than average. Initially, we defined slow decline as “no significant difference from 6 to 14 months performance.” However, this criterion proved too permissive, as few individual strains exhibited significant decline after adjusting for multiple comparisons (see previous sections). Our final definition of cognitive resilience required strains start above median population performance (indicated in Figures 7B–E as the middle black dashed lines) and have an “annual rate of decline” (or decline slope) slower than average.

Finally, in identifying strains that met these definitions, we required that strain average ± strain standard error fit within these criteria. Ultimately, these strains fell along a continuum of cognitive performance and decline, and due to the within-strain variance, no single strain exemplified true reserve or resilience based on our working definition. We identified strains that may potentially fit these definitions given more thorough characterization and a higher sample size; these “suggestive” strains may be promising strains to investigate with a higher sample size to identify molecular signatures of reserve and/or resilience and are delineated in Figures 7B–E. For ease of visualization, we have plotted resilience, reserve and reserve/resilience, normal aging, and impaired strains in separate plots. Strains with an *n* < 2 at any given timepoint were excluded from these visualizations, as we were unable to assess within-strain variance. Strains meeting suggestive criteria for reserve and resilience included: for resilience, B6-BXD100 and B6-BXD56 for working memory and B6-BXD68 for long-term memory and in our composite cognitive score (Figure 7B, blue lines); for reserve, B6-BXD51 and B6-BXD56 with composite cognitive score (Figure 7C, pink lines); for reserve + resilience, B6-BXD61 and B6-BXD69 for working memory, and B6 and B6-BXD51 in contextual fear memory (Figure 7C, green lines). Most strains fell within “normal aging” parameters (that is, starting within the middle quartile ranges at baseline and/or not meeting our reserve/resilience criteria). In Figure 7E, we identified several strains (orange lines) whose baseline performance fell below the first quartile (lower gray dashed lines in Figures 7B–E), suggesting baseline impairment.

Further characterization of these strains to specifically test for and more deeply characterize cognitive reserve and resilience will be necessary, including aging mice much longer (e.g., to 22 months or older), though we demonstrate here that the B6-BXD population is a powerful tool to begin understanding the nature of reserve and resilience and to identify the molecular networks underlying these traits.

## Discussion

Genetics of cognition, cognitive decline, and cognitive reserve are highly complex and difficult to study in humans. However, as we make strides in improving lifespan, increasing cognitive longevity should become a priority in order to maximize quality of life in old age. Understanding the molecular mediators of baseline cognitive function, cognitive reserve, resiliency and susceptibility with regards to age-related cognitive decline and identification of novel pharmacological targets/pathways regulating cognitive health may allow cognitive health span to catch up to lifespan improvements afforded by modern medicine. To achieve these goals, we first need to identify models that can best address these questions. Here, we have utilized a novel model of age-related cognitive decline to extract genetic mediators of normal cognitive function and age-related decline. Because our B6-BXD population is a recombinant inbred backcross rather than a homozygous BXD population, the result is enrichment for identifying B6 effects on phenotypes by genetic mapping, and a loss of detecting recessive D2 effects. However, given the great interest in identifying genetic factors harbored by the B6 strain that confer documented resilience against cognitive impairment compared to D2 (Neuner et al., 2019), we hypothesized we would identify genetic resilience mechanisms within our population.

### We Observed Heritable Variation in Cognitive Tasks and Age-Related Cognitive Decline

The heritability estimates (*h*^2^_*RIx̄*_) of working, short- and long-term memory ranged from 0.51 to 0.74, indicating that these traits are strongly genetically controlled. However, QTL mapping identified no single significant peak associated with any trait, meaning that no individual genetic locus accounted for a substantial proportion of the variance on these traits as could be detected by our sample size. These data indicate that cognitive function is polygenetic and controlled by many variants with small effect sizes, as we did not identify additional loci associated with later cognitive function or cognitive decline. This is not surprising, given recent GWAS in humans have found hundreds of SNPs associated with cognitive function and other highly complex traits (Davies et al., 2018). Given the importance of understanding the molecular contributors to cognitive function and reserve against decline with age, though, we sought to develop alternative approaches to identifying genes and pathways that mediate cognitive function and promoting cognitive reserve and resilience.

### Prioritization of Molecular/Genetic Candidates of Cognitive Function and Decline in Adulthood

To complement our QTL mapping and to identify gene networks underlying complex cognitive traits, we conducted molecular experiments to identify target genes associated with cognition. We performed RNA sequencing followed by weighted gene co-expression analysis (WGCNA), and measured the association of WGCNA modules and individual genes with level of cognitive performance and decline. We identified pathways and highly interconnected “hub” genes from our WGCNA modules, which are functionally important within gene networks and may represent candidate genes and mechanisms underlying “normal” cognitive aging. Given that cognitive function and decline are incredibly complex and are affected by a wide range of factors, we hypothesized that associated gene networks would be more biologically relevant than single candidate genes, and provide more insight to the mechanisms underlying cognitive function and decline. These gene networks, in turn, may be manipulated therapeutically by targeting their hub genes with the goal of enhancing cognitive function in aging. Perhaps unsurprisingly, the modules that were most significantly associated with cognitive function in adulthood were enriched for GO terms associated with cellular metabolism and transcription/translation, highlighting the importance of physical remodeling of synapses in learning and memory through regulation of gene transcription and protein expression/localization (Alberini and Kandel, 2015). Notably, evidence from postmortem human brain studies suggest that synapse or dendritic spine remodeling is a primary neurobiological mechanism of cognitive resilience to aging and Alzheimer’s disease pathology (Boros et al., 2017, 2019).

As with baseline cognitive function, we also identified gene networks that primarily included neuronal, transcription/translation, and cellular metabolism functions as underlying cognitive decline. This was in contrast to our previous analyses of our genetically diverse population of mice with familial Alzheimer’s disease mutations (AD-BXDs; Neuner et al., 2019), where we observed largely neuroinflammatory pathways as underlying AD-related cognitive decline. Our AD-BXD and B6-BXD populations did have pathways enriched in neuronal function in common. These findings suggest that an individual’s risk for disease-related cognitive decline versus “normal” aging mechanisms may have some common elements (e.g., neuronal function); though we also observe an interesting divergence in pathways, where disease may be regulated by neuroinflammatory processes, and normal aging may be regulated by cell metabolism and maintenance of proper gene expression and nucleic acid stability.

Intriguingly, we identified the strongest and most numerous gene co-expression network-trait associations between 6 months gene expression and later cognitive function and decline. This indicates that variation in gene expression in early adulthood may likely determine cognitive decline, rather than later gene expression perturbations being most significant to underlying in cognitive decline. In addition to implying that interventions must happen early in order to curb age-related cognitive decline, this also highlights the value in collecting behavioral data and brain molecular information at early time points, a process which is impossible in human studies. Thus, to understand the molecular mechanisms of cognitive aging, we need to focus on animal models such as our B6-BXD population where we are able to sample timepoints across the lifespan.

### Identifying Strains Characterized by Cognitive Reserve and Resilience in the B6-BXD Population

Finally, we assessed whether we observe cognitive reserve and resilience in our population of mice. In human literature, cognitive reserve and resilience are inconsistently defined, which has contributed to a general lack of focus in understanding of the mechanisms underlying these processes. For example, many studies use “years of education”–or related measures such as being multilingual or having a cognitively engaging occupation–as a proxy for cognitive reserve. Defining cognitive reserve in this way is problematic for multiple reasons: namely, though the two are often correlated, we do not believe that socioeconomic opportunity is intrinsically required for cognitive reserve. Additionally, to study cognitive reserve in animals–and the genetic basis thereof–we also cannot rely on external factors such as education that are inapplicable to animals. Cognitive reserve is likely plastic and may be enhanced by environmental enrichment in both humans and animals – an additional goal of our laboratory will be to evaluate individual differences in how environmental enrichment may enhance cognitive reserve.

Cognitive resilience has also been inconsistently defined in the literature and often implies resilience to disease-related processes, such as atrophy or neurodegenerative disease pathologies. We sought to define cognitive resilience behaviorally, and in the future will extend this definition to identify anatomical, cellular, molecular signatures of cognitive resilience to maximize translatability to human studies (Bettcher et al., 2019). Namely, we required that cognitive resilience was characterized by slow (or non-existent) cognitive decline over time. Our late-life timepoint for measuring cognitive function was 14 months, which approximates middle age. Although 14 months is not considered “aged” for these strains of mice, this does raise an important point in the context of translatability of these measures: in human studies, participants are typically enrolled in mid-life when some degree of cognitive decline may have already occurred, even if “control” participants are still performing cognitive tasks well. A strength of our mouse model is the ability to sample both cognitive and molecular data at early time points to relate early changes with mid- and late-life cognitive function. Our observation that gene perturbations in early adulthood (i.e., 6 months) may be more important in regulating cognitive decline than later transcriptomic changes indicates that human studies may be starting too late to fully characterize reserve and resilience trajectories and mechanisms. On the other hand, our study likely ended too early (middle age) and thus we were unable to observe robust effects of cognitive resilience. It is likely that to truly identify cognitive resilience to age-related decline, we will need to observe cognitive function through late life, or to at least a 22–24 months timepoint.

Ultimately, we established a stringent set of criteria to operationally define cognitive reserve and resilience in the B6-BXD population that may be extended to other animal models as well as human studies. First, we required that animals with cognitive reserve have baseline functioning in the upper quartile. We expected that cognitive reserve would vary based on cognitive domain – that is, strains could display cognitive reserve as measured by one or a subset of tasks. We also expect that cognitive reserve functions to protect against cognitive impairment with age, so we also required that strains would still be performing at or above median performance by 14 months.

We expected the effects of cognitive resilience to be global and exhibit protection against decline across cognitive domains. In this case, we required strains with cognitive resilience to start at or above the median population performance. We also required that there be no significant decline in cognitive function between 6 and 14 months. To fit within these criteria, strains would have to perform on average, ±standard error, within their category. In our population, we did not observe sufficient evidence to identify true exemplars of cognitive reserve or resilience, though we were able to identify multiple strains that *may* represent either cognitive reserve, resilience or both. Thus, with our criteria, we will need additional biological replicates per strain, and likely additional strains, to fully capture cognitive reserve and resilience. This highlights the main advantage of our mouse model of normal aging: because each strain has a replicable genome, we are able to add biological replicates to more deeply characterize any strain or trait of interest. In the future, we will expand our studies to include more strains, more animals per strain, and extended timepoints in order to capture the a more precise picture of within-strain performance and a full range of cognitive performance and decline. This will allow us to identify molecular signatures of cognitive reserve and resilience in our B6-BXD population, and – most importantly – assess the translational potential of these findings to human studies. By establishing objective definitions of cognitive reserve and resilience, and by identifying mouse models of these traits, we will be able to inform human studies of candidate molecular mechanisms for successful cognitive aging that may, in turn, be used to develop therapeutics to prevent age-related cognitive impairment.

## Conclusion

Harnessing the underlying mechanisms of cognitive reserve and resilience will be a promising strategy to maintaining cognitive health until late life. Our understanding of the molecular underpinnings of reserve and resilience have been limited, but the development and usage of animal models of these processes, such as the B6-BXD recombinant inbred lines described herein, will provide an unprecedented opportunity to interrogate the early molecular mechanisms thereof and translate these findings to humans.

## Data Availability Statement

The raw RNA-seq data is also associated with earlier publications and, as such, has been previously uploaded to GEO (Accession Numbers GSE101144, GSE119215, and GSE119408).

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at The University of Tennessee Health Science Center.

## Author Contributions

SN, KO’C, and CK conceived of and designed the experiments. SN conducted the behavioral experiments. AD, NH, SN, JGZ, VP, LD, TH, JH, KO’C, and CK conceived of and designed subsequent analyses, and assisted in data analysis and interpretation of results. AD, NH, SN, and JGZ performed the data analyses. AD and CK wrote the manuscript. All authors read and reviewed the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identifying Mechanisms of Normal Cognitive Aging Using a Novel Mouse Genetic Reference Panel
**Source:** Front Cell Dev Biol. 2020 Sep 11;8:562662. doi: 10.3389/fcell.2020.562662
**Supplement:** Supplementary file 1

Supplementary table 1. Summary of animal numbers by strain represented in each behavioral assay and timepoint.

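Supplementary Table S1 counts the animals behind each strain mean, and the number of animals sets how precisely that mean is known. For the 13 strains with 6-month female RNA, between 4 and 19 animals per strain stood behind the y-maze mean at 6 months (median 7), and between 1 and 11 behind the CFA and CFM means (median 4). For the 20 strains with 14-month female RNA, between 1 and 14 animals stood behind the y-maze mean (median 4) and between 1 and 12 behind the CFA and CFM means (median 4). Among these 20 strains, 16 had at least 2 animals for y-maze and 17 for CFA and CFM.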

| Strain    | Y-maze<br>(6mo) | Y-maze<br>(14mo) | CFC<br>(6mo) | CFC<br>(14mo) |
|-----------|-----------------|------------------|--------------|---------------|
| B6        | 12              | 4                | 6            | 9             |
| B6xD2     | 13              | 14               | 11           | 12            |
| B6xBXD2   | 7               | 0                | 5            | 0             |
| B6xBXD14  | 4               | 2                | 2            | 2             |
| B6xBXD22  | 4               | 3                | 1            | 2             |
| B6xBXD32  | 4               | 3                | 1            | 3             |
| B6xBXD34  | 10              | 0                | 11           | 0             |
| B6xBXD42  | 5               | 1                | 4            | 1             |
| B6xBXD44  | 2               | 1                | 2            | 1             |
| B6xBXD51  | 7               | 4                | 3            | 4             |
| B6xBXD55  | 6               | 1                | 4            | 2             |
| B6xBXD56  | 5               | 2                | 3            | 2             |
| B6xBXD60  | 4               | 1                | 2            | 3             |
| B6xBXD61  | 6               | 5                | 1            | 5             |
| B6xBXD62  | 3               | 3                | 2            | 3             |
| B6xBXD65  | 9               | 8                | 1            | 8             |
| B6xBXD66  | 2               | 1                | 1            | 1             |
| B6xBXD68  | 19              | 10               | 9            | 10            |
| B6xBXD69  | 4               | 5                | 1            | 4             |
| B6xBXD70  | 1               | 2                | 0            | 3             |
| B6xBXD75  | 9               | 5                | 3            | 6             |
| B6xBXD77  | 12              | 10               | 2            | 10            |
| B6xBXD81  | 8               | 5                | 3            | 5             |
| B6xBXD87  | 6               | 3                | 3            | 3             |
| B6xBXD89  | 2               | 2                | 0            | 2             |
| B6xBXD99  | 1               | 1                | 0            | 1             |
| B6xBXD100 | 6               | 4                | 2            | 4             |

Supplementary table 2. Summary of one-sample t-test results comparing y-maze performance at 6mo to chance performance (50% spontaneous alternations) in strains with n>2.

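The table of 6-month y-maze performance asks of each strain whether its mean share of spontaneous alternations is above the level of chance, given the spread between animals of that strain. Its means served as the y-maze trait at 6 months in the comparisons with RNA, where all 13 strains with 6-month female RNA had at least 2 tested animals.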

| Strain    | Average<br>% Spon.<br>Alt. | t-<br>statistic | df | p-value  |
|-----------|----------------------------|-----------------|----|----------|
| B6        | 56                         | 2.47            | 11 | 0.015    |
| B6xD2     | 61.23                      | 2.59            | 12 | 0.012    |
| B6xBXD2   | 63.43                      | 2.72            | 6  | 0.017    |
| B6xBXD14  | 56.25                      | 3.67            | 3  | 0.017    |
| B6xBXD22  | 55.75                      | 1.66            | 3  | 0.098    |
| B6xBXD32  | 60.25                      | 6.87            | 3  | 0.003    |
| B6xBXD34  | 54.9                       | 1.05            | 9  | 0.16     |
| B6xBXD42  | 58.4                       | 3.16            | 4  | 0.017    |
| B6xBXD51  | 64.14                      | 2.92            | 6  | 0.013    |
| B6xBXD55  | 60.33                      | 4.57            | 5  | 0.003    |
| B6xBXD56  | 59.2                       | 1.45            | 4  | 0.11     |
| B6xBXD60  | 59.5                       | 2.50            | 3  | 0.044    |
| B6xBXD61  | 61.5                       | 5.15            | 5  | 0.002    |
| B6xBXD62  | 56.67                      | 0.66            | 2  | 0.290    |
| B6xBXD65  | 51.89                      | 0.70            | 8  | 0.253    |
| B6xBXD68  | 60.68                      | 4.99            | 18 | 4.72E-05 |
| B6xBXD69  | 63.5                       | 2.29            | 3  | 0.053    |
| B6xBXD75  | 66.78                      | 6.71            | 8  | 7.52E-05 |
| B6xBXD77  | 58.5                       | 5.56            | 11 | 8.57E-05 |
| B6xBXD81  | 58.13                      | 2.49            | 7  | 0.021    |
| B6xBXD87  | 55.12                      | 0.71            | 5  | 0.256    |
| B6xBXD100 | 61.17                      | 1.56            | 5  | 0.090    |

Supplementary table 3. Summary of one-sample t-test results comparing y-maze performance at 14mo to chance performance (50% spontaneous alternations) in strains with n>2.

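The 14-month table gives the same comparison with chance after aging. Strains with few animals are left out of it, and for those with RNA the y-maze mean at 14 months was read from Fig. 2B instead. Of the 11 strains with 6-month RNA and a 14-month y-maze mean, 9 had at least 2 tested animals.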

| <b>Strain</b> | <b>Average<br/>% Spon.<br/>Alt.</b> | <b>t-<br/>statistic</b> | <b>df</b> | <b>p-value</b> |
|---------------|-------------------------------------|-------------------------|-----------|----------------|
| B6            | 58.00                               | 1.58                    | 3         | 0.11           |
| B6xD2         | 48.21                               | -0.64                   | 13        | 0.73           |
| B6xBXD22      | 39.67                               | -0.87                   | 2         | 0.76           |
| B6xBXD32      | 48.67                               | -0.24                   | 2         | 0.59           |
| B6xBXD51      | 52.75                               | 0.37                    | 3         | 0.37           |
| B6xBXD61      | 59.40                               | 1.09                    | 4         | 0.17           |
| B6xBXD62      | 40.00                               | -1.33                   | 2         | 0.84           |
| B6xBXD65      | 51.38                               | 0.47                    | 7         | 0.33           |
| B6xBXD68      | 52.60                               | 0.80                    | 9         | 0.22           |
| B6xBXD69      | 59.40                               | 1.29                    | 4         | 0.13           |
| B6xBXD75      | 43.00                               | -0.54                   | 4         | 0.69           |
| B6xBXD77      | 56.50                               | 2.10                    | 9         | 0.03           |
| B6xBXD81      | 56.20                               | 3.05                    | 4         | 0.02           |
| B6xBXD87      | 55.33                               | 1.02                    | 2         | 0.21           |
| B6xBXD100     | 58.75                               | 1.73                    | 3         | 0.09           |

How the deposited data were processed for this re-analysis (not part of the article)

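Hippocampal poly(A) RNA of 71 non-transgenic B6-BXD mice was analysed, 1 library per mouse. The 50 female libraries, 22 at 6 months and 28 at 14 months, entered the comparisons with memory. The 21 male libraries entered a comparison of the sexes at 14 months and an alternative for the strain means. The strain, age and sex of each library came from the sample labels. The authors aligned 75 bp read pairs to a diploid B6/D2 transcriptome with EMASE and give expected counts and TPM per gene. The expected counts are the authors' EMASE estimates of the reads from each gene, as deposited and without normalization, and the TPM values are the authors' own, scaled by transcript length and library. The version of EMASE and the genome build are not named in the paper's text. The counts were fractional where reads were shared, and 82.07% of them were whole numbers. No value was missing or negative.

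Both tables hold 16368 genes, of which 16344 have a symbol in the GENCODE M21 annotation of 55450 genes on GRCm38. The gene identifiers stop partway, so the tables hold part of the annotation, and the TPM of the listed genes sums to between 456912 and 708007 per library. Missing and negative values were looked for in all columns. The record of columns lists 495 gene columns per table one by one, written by a short one-off script; the other 15873 per table, 31746 in both, were not listed one by one. A further table by the authors, corrected for batch, is named in the labels and was not used here. The labels do not give the batch of a library.

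Genes with a TPM of at least 1 in at least 50% of the female libraries were kept. Strain means of TPM were taken over the female libraries of an age. Trait means came from the supplementary tables, and for CFA, CFM and some y-maze means from figures read by eye. Correlations used Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), where 1e-05 is the smallest p-value possible, and Benjamini-Hochberg adjustment over the 27 pairs of a hub gene and a trait, or over the 96 pairs of a gene list and a trait. Trends of single genes with traits used limma 3.58.1 on log2(TPM + 1). Differences with age, sex and strain used edgeR 4.0.16 (quasi-likelihood test, TMM normalization, counts rounded to whole numbers) in R 4.3.3, with strain as a term for age and sex and age as a term for strain, and DESeq2 1.42.0 as an alternative. Age was compared in the 34 female libraries of 11 strains with both ages, and sex in the 32 libraries of 11 strains with both sexes at 14 months. Figures were drawn with matplotlib 3.10.9.

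Modules had at least 30 genes. Their first principal component stood for the module, and the nominal p-value of its correlation with a trait was the criterion. This nominal p-value, which was also the one adjusted, was computed without resampling and differs from the permutation p-value. The paper's methods name an FDR under 0.05 for modules. Its results call the p-value of the lightyellow module nominal and print the others without stating an adjustment. The numbers of modules compared with the paper's may thus rest on the same or on different criteria. Adjusted p-values are given as well. The 100 genes with the highest absolute correlation with a hub gene stood in for its module, because the paper's text does not list module members. No enrichment of gene ontology terms was run. The lists of genes were astrocyte (8 of 8 genes analysed), blood (2 of 5), choroid plexus (5 of 8), immediate early genes (10 of 10), microglia (12 of 12), myelin (11 of 12), synaptic vesicle release (12 of 12) and thalamus (5 of 6).

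The genes to be named, not all of which are given, were the hub genes of Tables 2 to 4, the genes of the sex chromosomes used to check labels, the 5 genes with the smallest p-value in each direction for age and sex and in all for strain, the gene with the smallest p-value for each trait, and the 10 genes most correlated with Trio. Alternatives covered the normalization, the test, the filter, the scale, the strains and libraries included, the threshold, the network and the size of the neighbourhoods. Those that leave out the 14-month library of B6-BXD100, the 6-month library with the fewest counts or the 6-month male of B6-BXD65 were chosen after seeing the data.

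The tests were run on simulated data. With 200 genes changed by 1 on the log2 scale, all 200 were recovered for age, sex and strain, with 10, 8 and 19 false calls among 11883 genes. Of 200 genes following a trait across 19 strains, 200 were recovered at an effect of 2 SD and 101 at 1 SD. Of the 100 genes in each of 3 simulated modules, at least 97 were recovered. A simulated correlation of 0.8 across 20 strains was found in 198 of 200 draws. Comparisons of 6-month RNA had 13 or 11 strains, and no relation with a trait was simulated at those numbers. No correlation weaker than 0.8 was simulated either. The simulations thus do not show how often a real relation would be missed there.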

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

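Among the tests in this part, the mislabelling test and the splits for age and sex were chosen only after the result was seen.

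Eml5 had 11.23 TPM in 1 of the 4 B6-BXD34 females at 6 months, far from the other 3, which lay between 14.26 and 14.65 TPM. This was 1 of 44 such tests, of which about 1 in 20 would come out this way by chance, so a single one is no more than chance gives. No technical or biological explanation was tested.

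The paper does not compare expression between ages. Between 14 and 6 months, 111 genes had an adjusted p-value under 0.05 with edgeR, 78 higher and 33 lower at 14 months, and 1828 had an unadjusted one. With limma 24 genes passed, 23 higher and 1 lower. Cd52 rose by 0.87 on the log2 scale (SE 0.12, adjusted p = 0.000245 from edgeR; higher in 11 of 11 strains), Pcdhb9 by 0.39 (SE 0.05, adjusted p = 0.000245; 10 of 11), C1qb by 0.34 and C1qa by 0.32 (both SE 0.05, adjusted p = 0.00114; 11 of 11) and Plekhb1 by 0.22 (SE 0.03, adjusted p = 0.00114; 10 of 11). Zfp57 changed by −0.51 (SE 0.09, adjusted p = 0.00603 from edgeR; lower in 10 of 11 strains), Gpcpd1 by −0.17 (SE 0.03, adjusted p = 0.00708; 11 of 11), Rimklb by −0.17 (SE 0.03, adjusted p = 0.0129; 11 of 11), Hook1 by −0.23 (SE 0.05, adjusted p = 0.0173; 9 of 11) and Sf3b1 by −0.14 (SE 0.03, adjusted p = 0.0173; 9 of 11). Of these 5 lower genes only Rimklb passed with limma (adjusted p = 0.0118); Gpcpd1 (0.0504), Zfp57 and Hook1 (both 0.0664) and Sf3b1 (0.0818) did not. Of 100 splits of the libraries, the real one included, 2 gave as many genes, the highest of the others 113. With the trend of TPM with transcript length as a covariate, 402 genes passed, all 111 among them, which argues against that trend as the cause. With the choroid plexus score as a covariate, 93 passed, 77 of them among the 111, which argues against carried-over choroid plexus as the whole cause. A difference between sequencing batches cannot be examined, as the labels give none. An effect of age stays open, untested beyond this comparison.

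The paper did not analyse males. At 14 months 1 gene, Eif2s3x, differed between the sexes with an adjusted p-value under 0.05, while 1036 genes had an unadjusted one. The filter on expression was set on female libraries, so genes expressed only in males were left out of this test. Without the filter 2 genes passed, the other being Kdm5d (7.87 on the log2 scale, SE 0.26, adjusted p = 5.44e-17 from edgeR). Genes with identifiers past the last one listed could not be tested with or without the filter. Neither number thus covers all genes of the sex chromosomes. Eif2s3x was lower in males by −0.58 on the log2 scale (SE 0.05, adjusted p = 3.32e-07 from edgeR; lower in 10 of 11 strains), at 61.8 ± 3.11 TPM (SD, n = 16) against 91.8 ± 17.8 TPM (SD, n = 16) in females. Only the real split of 100 gave as many genes. Kdm5d, on the Y chromosome, had at most 0.1442 TPM in a female library and at least 4.754 in a male one, which argues against a mislabelled sex. Without the strain of the 14-month B6-BXD100 library, 7 genes passed. A dose difference of this X-linked gene between the sexes stays open.

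The paper does not test single genes for differences between strains. With age as a term, 5870 genes had an adjusted p-value under 0.05 for strain with edgeR and 6666 an unadjusted one, but without the 14-month B6-BXD100 library 454 did (2331 unadjusted), so 1 library accounts for most of the number. The real split alone of 60 gave as many genes, both with that library (highest other 5228) and without it (highest other 66). With the length trend as a covariate and without that library, 391 genes passed, 354 of them among the 454, which argues against the length trend as the cause. Rpsa-ps10 (adjusted p = 2.74e-19 from edgeR) and Rpsa (adjusted p = 2.68e-15) may share reads, which was not tested, so which of the pair differs is uncertain. Fggy and Rpl37a (both adjusted p = 1.59e-14 from edgeR) and Tceanc2 (adjusted p = 1.86e-14) followed; for Rpl37a it was 0.00733 without that library and 0.201 in the strains with at least 2 libraries, where it no longer passed. A difference in genotype between strains stays open, as do D2 variants that change how reads align.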

How the results depend on the processing

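Tests chosen only after the result was seen are those without the B6-BXD100 library, the library with the fewest counts or the 6-month male of B6-BXD65; the other alternatives were fixed before the data were examined. No pairing by mouse was possible, because the library numbers each belong to 1 mouse. Age and sex were compared within strains, with strain as a term. Where an alternative below changed a result, the cause was not tested, except that fewer strains enter some of them and that the 6-month male of B6-BXD65 was left out of both sexes.

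For age (111 genes), DESeq2 gave 274 genes, limma 24 and a threshold of 0.01 gave 20; RLE, no filter and leaving out the library with the fewest counts gave 110 to 118. No strain term gave 128, with 62 of the 111 among them. For sex (1 gene), DESeq2 gave 22, no filter 2, limma 0 (931 unadjusted), no strain term 11 and leaving out the B6-BXD100 library 7. For strain (5870 genes), strains with at least 2 libraries gave 411 and leaving out the B6-BXD100 library 454.

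With both sexes r became 0.389 for Trio, −0.395 for Herc3, −0.0045 for Cnp, 0.104 for Klhl23, 0.197 for Cnrip1 and CFA decline, −0.241 for 6-month Nkrf and CFA, −0.0152 for Mdfic and CFA, and −0.219 for the synaptic list and CFA at 14 months. Both sexes add the strain B6-BXD65, whose only 6-month library is a male far from the others; without it −0.0530 for Cnp and 0.0239 for Cnrip1 and CFA decline stayed reversed, and the rest kept their sign, as with −0.205 for Trio. With at least 2 libraries it became −0.205 for Cfap20, 0.122 for Trio, −0.2535 for Smim10l2a, −0.1335 for Herc3, 0.338 for Usp2, 0.626 for Ptpn6 and −0.621 for 14-month Nkrf. With at least 2 animals it became 0.1835 for Ptpn6, −0.188 for 6-month Nkrf and CFA and −0.0220 for the myelin list and CFM at 14 months. With the strains of Supplementary Table S3 it was 0.392 for Ptpn6. Without B6 and B6xD2 it became −0.0708 for Cnp, 0.155 for Cnrip1 and CFA decline, 0.0420 for myelin and CFA and −0.175 for myelin and CFM at 14 months. Spearman gave −0.148 for 14-month Nkrf, 0.0092 for Eml5 and −0.118 for Mdfic and CFA decline, log2 gave −0.0225 for Mdfic and CFA decline, and TMM-normalized CPM gave 0.211 for Kat2b and 0.0463 for myelin and CFA. Without the library with the fewest counts it was 0.0136 for Mccc1, −0.302 for 6-month Nkrf and CFA, −0.0172 for Mdfic and CFA decline and 0.0838 for myelin and CFA, and without the B6-BXD100 library −0.244 for 14-month Nkrf.

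Leaving out each strain in turn, r ranged from −0.370 to −0.0510 for Trio, −0.2045 to 0.159 for Ptpn6, −0.0156 to 0.401 for Smim10l2a, −0.189 to 0.249 for Herc3, −0.244 to 0.0979 for 14-month Nkrf, −0.108 to 0.111 for Cnp, −0.3045 to 0.0943 for Cnrip1 and CFA decline, −0.240 to 0.206 for Eml5, −0.188 to 0.368 for 6-month Nkrf and CFA and −0.336 to 0.135 for Mdfic and CFA decline, −0.1345 to 0.1675 for myelin and CFA, −0.1315 to 0.308 for myelin and CFM and −0.0252 to 0.237 for the synaptic list and CFA at 14 months.

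Of the 27 hub pairs 5 were nominal. With both sexes 3 were (4 without the 6-month male of B6-BXD65), 3 without B6 and B6xD2 and 1 with at least 2 animals. With at least 2 libraries 0 of 11 were, as pairs with later traits had too few such strains to be computed. Of the gene list pairs 3 were nominal; 1 was with both sexes (3 without that male) and 5 were without 1 library. Of the neighbourhoods 5 were nominal and 2 were without 1 library. For single genes with a trait, edgeR gave 24 in all, all for CFM decline, leaving out B6 and B6xD2 gave 4, all for CFA decline, and an unadjusted 0.001 gave 122: 2, 23 and 1 for y-maze, CFA and CFM at 6 months, 5, 16 and 31 for 6-month RNA with these at 14 months, and 4, 23 and 17 for the declines.

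Modules without the library with the fewest counts numbered 1 for y-maze and 1 for CFM at 6 months, 2 for y-maze at 14 months, and 1, 3 and 4 for y-maze, CFA and CFM decline. With log2 strain means they numbered 1 for CFA at 6 months, 2 for y-maze at 14 months, 2 for CFM at 14 months and 2 for CFA decline, and without the B6-BXD100 library 3 for 14-month CFA. The number of 6-month modules with any later trait, 14, lay between 12 and 17 under its alternatives. Among single genes, hub pairs other than Trio and Ptpn6 with y-maze, and lists, results changed as follows, apart from leaving out each strain in turn: 36 weaker, 11 stronger and 31 reversed, with 372 the same. The hub genes with few counts in the library with the fewest counts, such as Ptpn6 with 7, limit what its TPM can show.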

Differences from the paper's values

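The tests that leave out 1 library were chosen only after the result was seen.

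The paper reports 39 female libraries at 6 months and 45 at 14 months, and 22 and 28 were analysed here; no alternative set before the data were examined changes these numbers.

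The modules here were counted by nominal p-values. The paper's methods name an FDR under 0.05, while its results call the p-value of the lightyellow module nominal. For y-maze the paper reports 4 associated modules at 6 months and 2 at 14 months, against 0 and 0 here. The paper reports 2 for CFM at 6 months and 2 for CFA at 14 months, against 0 and 0 here. None of the alternatives set before the data were examined (unmerged modules, log2 strain means and, at 14 months, power 6) closed any of these gaps. At 6 months a power of 6 was the main setting itself, so it tests nothing there. Without the B6-BXD100 library, chosen after seeing the values, 3 modules had a nominal p-value under 0.05 with CFA at 14 months, within the paper's value by the rule used here. Without the library with the fewest counts, also chosen after seeing the values, 1 module did with y-maze and 1 with CFM at 6 months, which left both gaps open. With 13 strains an r of −0.547 had a nominal p-value of 0.0532, and with 20 strains an r of 0.431 had 0.0581. Some correlations the paper reports are weaker and could not pass here. At 14 months the main network also held only 2 modules. The gaps are thus no evidence against the paper's relations.

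The paper states that at 6 months myelination and synaptic function were both strongly tied to later cognitive function and decline. It draws this from the gene ontology terms of modules associated with those traits. Fixed lists of 11 myelin genes and 12 genes of synaptic vesicle release were scored here instead. The measures are unlike, so the values below do not test the paper's modules. Here the myelin score had r = −0.0066 with CFA and 0.0230 with CFM at 14 months, −0.289 with CFA decline and −0.437 with CFM decline. The synaptic vesicle release score had r = 0.125 with CFA and −0.542 with CFM at 14 months, 0.475 with CFA decline and −0.6715 with CFM decline (permutation p = 0.0261), the last under 0.05 without adjustment only (adjusted p = 0.836).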

Other observations

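The 5 tests on the B6-BXD100 library, the test on the library with the fewest counts, the Trio length trend test and the splits for single genes with a trait were chosen only after the result was seen.

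The 14-month female library of B6-BXD100 differed by over 2-fold on the log2(TPM + 1) scale from the median of the other 14-month females in 5336 genes, 5271 of them lower; the most in another such library was 172. Its TPM and counts disagree, with 37.18% of genes off by 2-fold between them, against at most 0.1347% in another 14-month female; the cause of this was not tested. On the scale of counts it differed in 2673 genes, against at most 190 in the 27 others, thinned to its counts where they had more, which argues against few counts. Of the genes lower in it, 0 were lower by 2-fold in the 2 males of its strain, which argues against genotype. Hbb-bs had 570.8 TPM in it, below the 1849 TPM of the highest other library, which argues against blood. After rescaling by the median ratio, 2530 genes still differed, against at most 149 in another library, which argues against a few genes taking most of the TPM. Loss of RNA from long transcripts may play a part, but its rank correlation of log2 ratios with transcript length, −0.539, lay inside the range of the others (−0.655 to 0.337), so this cannot be told apart. The labels say that the authors left it out after batch correction.

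In the 6-month B6-BXD42 library with the fewest counts, 3.06% of genes had a TPM off their counts by 2-fold, against at most 0.244% in the other 6-month females. Among those 21, fewer counts went with a larger share of such genes (rho = −0.468, permutation p = 0.0338), so few counts may explain it. In the B6-BXD42 library 2.854% of genes had a TPM above their counts by 2-fold. In the B6-BXD100 library 0.03368% did, of 37.18% off, so its mismatch ran mostly the other way and cannot decide this. Of 21 hub genes, 12 had a higher TPM in it than in any other 6-month female.

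Trio followed the trend of TPM with transcript length across 13 strains (r = 0.818, rho = 0.764) and without the library with the fewest counts (r = 0.878, rho = 0.769), so that library alone does not account for it. The 91 genes positively correlated with Trio had a median longest transcript of 7473 bases, longer than all 10000 lists matched on expression (highest 4601). A length trend between libraries is a candidate explanation for the module of Trio. The trend itself had r = −0.341 with y-maze (permutation p = 0.254).

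With the trait shuffled over strains, the number of modules with a nominal p-value under 0.05 was as large, the real order included, in 100 of 100 orders for y-maze, 46 for CFA and 100 for CFM at 6 months, in 60, 39 and 32 for these traits at 14 months and in 100, 75 and 4 for their declines; each 100 follows from a count of 0 modules. CFM decline had 9 modules, and 12 with modules unmerged, where 2 of 100 orders gave as many. With log2 strain means it again had 9, but 15 of 100 orders gave as many, and without the library with the fewest counts it had 4 and 36 orders did. How the number for CFM decline compares with shuffled orders thus depends on the scale and on that library. In each of these settings 1 module passed after adjustment for CFM decline. With log2 strain means it held 67 genes (r = −0.879, adjusted p = 0.0213), and without that library 52 genes (r = −0.857, adjusted p = 0.0397). Whether these modules share genes was not tested. For 14-month RNA all 3 traits gave 100 of 100, again from counts of 0 modules; without the B6-BXD100 library 3 modules passed for CFA, and 6 of 100 orders gave as many. For single genes all 12 pairs gave 100 of 100, since none passed the adjusted threshold.

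Among the other lists of genes, the 6-month choroid plexus score had r = 0.788 with CFM at 14 months (permutation p = 0.00485, adjusted p = 0.428; rho = 0.822) and the microglia score had r = −0.686 with y-maze at 6 months (permutation p = 0.00892, adjusted p = 0.428; rho = −0.610). The smallest p-value of the astrocyte list was 0.0657 (r = −0.586 with CFM decline); without the library with the fewest counts it was 0.0311 (r = −0.6635), and 0.0441 with CFM at 14 months (r = −0.612, against −0.512 and p = 0.107 with it). In the 7 strains with at least 2 libraries, it had r = 0.860 with CFA at 6 months (permutation p = 0.0135, adjusted p = 0.524). The smallest p-value was 0.186 for blood, 0.299 for immediate early genes, 0.185 for thalamus and 0.157 for myelin. With males but not the 6-month male of B6-BXD65, thalamus had r = 0.729 with y-maze at 14 months (permutation p = 0.014, adjusted p = 0.673). With y-maze decline it had r = 0.667 (permutation p = 0.0264, adjusted p = 0.846). With all males these were 0.379 and 0.0879. With male libraries in the strain means the choroid plexus relation fell to r = 0.137 (permutation p = 0.664), and to 0.427 (permutation p = 0.183) without the 6-month male of B6-BXD65. The microglia relation fell to −0.194 (permutation p = 0.51) with males and to −0.526 (permutation p = 0.0632) with TMM-normalized CPM; with males but not that male, chosen after seeing the data, it was −0.826 (permutation p = 0.00024, adjusted p = 0.023). No explanation was tested for these.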
